# Targeting SALL4 by entinostat in lung cancer

**DOI:** 10.18632/oncotarget.12251

**Published:** 2016-09-26

**Authors:** Kol Jia Yong, Ailing Li, Wen-Bin Ou, Clarice Kit Yee Hong, Wenxiu Zhao, Fei Wang, Hiro Tatetsu, Benedict Yan, Lihua Qi, Jonathan A. Fletcher, Henry Yang, Ross Soo, Daniel G. Tenen, Li Chai

**Keywords:** entinostat, HDAC inhibitor, lung cancer, SALL4

## Abstract

The overall survival of lung cancer patients remains dismal despite the availability of targeted therapies. Oncofetal protein SALL4 is a novel cancer target. We herein report that SALL4 was aberrantly expressed in a subset of lung cancer patients with poor survival. SALL4 silencing by RNA interference or SALL4 peptide inhibitor treatment led to impaired lung cancer cell growth. Expression profiling of SALL4-knockdown cells demonstrated that both the EGFR and IGF1R signaling pathways were affected. Connectivity Map analysis revealed the HDAC inhibitor entinostat as a potential drug in treating SALL4-expressing cancers, and this was confirmed in 17 lung cancer cell lines. In summary, we report for the first time that entinostat can target SALL4-positive lung cancer. This lays the foundation for future clinical studies evaluating the therapeutic efficacy of entinostat in SALL4-positive lung cancer patients.

## INTRODUCTION

Lung cancer is the leading cause of cancer deaths in both men and women in the United States and worldwide. It can be divided into small cell lung cancer (~20%) and non-small cell lung cancer (NSCLC, ~80%) [1]. Major treatment options for NSCLC, depending on the stages of disease, include surgery, radiation, and platinum doublet chemotherapy. In the past decade, the discovery of *EGFR* mutations and EML4-ALK fusions has led to advances in the treatment of NSCLC through the use of targeted therapies [2–4]. While other driver mutations, including *HER2*, *MET*, *NRAS*, *BRAF*, *FGFR1*, *PIK3CA*, *AKT1*, *RET*, and *ROS1* may represent viable therapeutic targets, overall they occur only at low frequency in NSCLC, with more than 50% of cases still lacking defined driver mutation [5–9]. Therefore, therapeutic options are still limited for many advanced NSCLC patients. In addition, acquired resistance to the existing targeted agents and disease recurrence present further challenges and highlight the urgent need for alternative treatment strategies [10, 11].

SALL4 is well established to be one of the critical stem cell factors for the maintenance of pluripotency and self-renewal of embryonic stem cells (ESCs) [12, 13]. Aberrant SALL4 expression has been reported in acute myeloid leukemia (AML) and a panel of solid tumors, including hepatocellular carcinoma (HCC), gastric cancer, and endometrial cancer [14–19]. Targeting SALL4 as a potential therapeutic strategy has been demonstrated in AML and HCC by interrupting the interaction between SALL4 and the histone deacetylase (HDAC) complex [15, 16]. Aberrant SALL4 expression in lung cancer patients has been reported, and the detection of SALL4 mRNA expression has been proposed as a diagnostic marker for lung cancer patients [20, 21]. However, the functional role(s) of SALL4 in NSCLC and its related mechanism, as well as its therapeutic potential in lung cancer still remain unknown. To answer these questions, we first examined the oncogenic role of aberrant SALL4 protein expression in human NSCLC. The follow-up mechanistic studies demonstrated that SALL4 affected both the EGFR and IGF1R signaling pathways by suppressing the expression of one of the E3 ubiquitin-protein ligases, CBL-B, probably through its reported interaction with the HDAC complex. Notably, our preclinical data indicates that the SALL4-expressing lung cancer cells were more sensitive to the histone deacetylase inhibitor (HDACi) entinostat (MS-275) treatment, suggesting that lung cancer patients with SALL4 overexpression may benefit from treatment with entinostat.

## RESULTS

### Aberrant SALL4 expression is detected in a subset of lung cancer and high SALL4 expression is correlated with poor survival

To determine whether SALL4 is aberrantly expressed in lung cancer, we performed immunohistochemistry (IHC) to analyze the protein expression level of SALL4 in a cohort of lung cancer patients from the archives of the National University Hospital, Singapore, with normal lung tissues serving as control. Table 1 illustrates the demographic and clinicopathological characteristics of these patients. We observed elevated SALL4 expression in a subset of lung cancer patients compared to normal lung tissues (Figure 1a). Among non-small cell lung cancers (NSCLCs), 16.2% were positive for SALL4 expression. Within the NSCLC cases, SALL4 was found to be positive in 12% of adenocarcinomas (ADC) (n=100), 19% of adenocarcinoma in situ (n=21) and 23% of squamous cell carcinoma (SCC) (n=52). In addition, we evaluated RNA expression of *SALL4* in paired tumor and normal tissues from 12 lung cancer patients. Seven of these 12 lung cancer patients had increased *SALL4* expression, and overall, there was a statistically significant increase in *SALL4* expression in lung cancer tissues as compared to adjacent normal lung tissues (P=0.04) (Supplementary Figure S1).

**Table 1:** Demographic and clinicopathological characteristics of lung cancer patients from the National University Hospital, Singapore

Demographic and clinicopathological characteristics	Frequency (%)
Age (n=138)	
< median (64.33)	68 (49.3)
> median	70 (50.7)
Gender (n=139)	
Female	41 (29.5)
Male	98 (70.5)
Stage (n=127)	
1	75 (59.1)
2	25 (19.7)
3	21 (16.5)
4	6 (4.7)
Differentiation (n=123)	
Well & moderately differentiated	79 (64.2)
Poorly differentiated	44 (35.8)
Tumor size (n=128)	
< median (3.5cm)	56 (43.8)
≥ median	72 (56.2)

**Figure 1:**
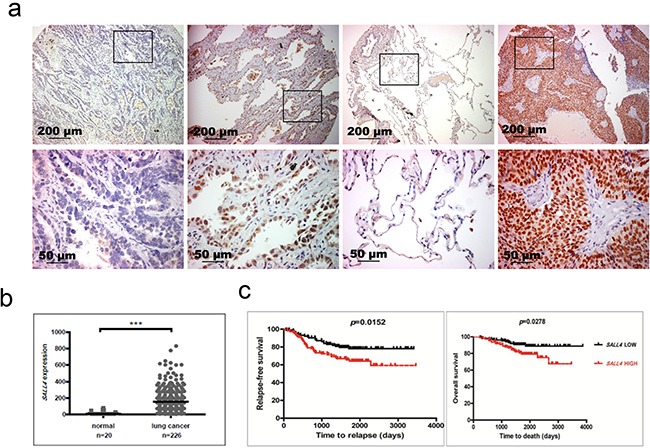
Aberrant SALL4 expression in lung cancer **a.** Representative SALL4 IHC images. Upper panel was taken with 100X magnification; lower panel was taken with 400X magnification. The left most images were from a case of adenocarcinoma with no SALL4 expression. Second left images were from a case of adenocarcinoma with +3 SALL4 expression. Second right images were the matched normal sample of the right most squamous cell carcinoma case, which has +4 SALL4 expression. The enlarged regions in the lower panel were indicated by the black rectangular boxes in the upper panel images. **b.** Gene expression profiling data analysis on 226 adenocarcinomas and 20 adjacent normal lung tissue samples (dataset GSE31210 from the GEO database) shows that *SALL4* expression is significantly higher in lung cancer samples compared to normal lung tissues (***P < 0.0001). **c.** Survival analysis demonstrates that *SALL4* expression is significantly correlated with reduced relapse-free survival and overall survival of lung cancer patients. This analysis was done on dataset GSE31210 from the GEO database.

To validate the observation from our cohort of primary patient samples, we utilized the published expression profiling data on lung cancers (Accession GSE31210) from the Gene Expression Omnibus (GEO) database [22]. *SALL4* transcript level was analyzed in 226 adenocarcinomas and 20 adjacent normal lung tissue samples. The expression of *SALL4* was significantly increased in cancer tissues compared to normal controls (p<0.0001) (Figure 1b), confirming our observation from the immunohistochemistry staining. Using the same dataset, we further evaluated lung cancer patients with known mutations in *EGFR*, *KRAS*, and *ALK*. Lung cancer patients with *EGFR* and/or *KRAS* mutations were found to have higher *SALL4* expression, while patients with *ALK* mutations did not have significantly higher *SALL4* expression (Supplementary Figure S2). Furthermore, using the same dataset, we evaluated the prognostic value of SALL4 expression in lung cancer patients. Using median expression level as the cutoff value, we found that high *SALL4* expression in lung cancer was significantly correlated with reduced relapse-free survival and overall survival (Figure 1c), suggesting that patients with high *SALL4* expression have poorer survival advantage. Similar observation was also seen in another cohort of samples from the GEO database – elevated *SALL4* expression is observed in lung cancer patients (Accession GSE19188, Supplementary Figure S3a) [23]. Further analysis showed that there is no significant difference, in terms of *SALL4* expression level, between different subtypes of NSCLCs (Supplementary Figure S3b). To investigate whether gene sets that have prognostic values are enriched in *SALL4*-expressing lung carcinomas, we carried out Gene Set Enrichment Analysis (GSEA) by using the GSE19188 dataset. Indeed, we observed enrichment of gene sets upregulated in lung cancers with poor survival (P < 0.001) in *SALL4*-expressing group. On the other hand, gene sets that are enriched in lung cancers with good survival (P < 0.001) are enriched in the *SALL4*-negative group (Supplementary Figure S3c). These observations were confirmed by a third published primary lung adenocarcinoma dataset from the TCGA database. *SALL4* expression was significantly upregulated in adenocarcinoma tissues compared to the matched normal lung tissues (P < 0.001) (Supplementary Figure S3d). Comparing 61 samples with the highest and lowest *SALL4* expression from the same dataset, we observed significant survival advantage for the patients with low *SALL4* expression (P = 0.017) (Supplementary Figure S3d). These data collectively demonstrated that aberrant SALL4 expression is observed in NSCLCs and SALL4 has prognostic value in lung cancer.

### SALL4 expression is essential for tumorigenicity of lung cancer cells

To investigate if SALL4 has a functional role in tumorigenicity of lung cancer cells, we first screened 16 NSCLC cell lines for *SALL4* expression by using qRT-PCR in order to select for appropriate models for downstream functional studies (Supplementary Figure S4a). ADC cell line H522 and large cell carcinoma (LCC) cell line H661 showed the highest *SALL4* RNA expression level among the 16 cell lines (Supplementary Figure S4a), which was confirmed by immunoblotting at protein expression level (Supplementary Figure S4b). Moderate endogenous *SALL4* expression was detected in both H292 and PC-9 cell lines, and low or undetectable *SALL4* expression was seen in HCC827 and H1299 cells (Supplementary Figure S4a). Notably, H292 lung cancer cells have *EGFR* amplification while PC-9 lung cancer cells harbor the *EGFR* exon 19 deletion mutation.

Next, to investigate the functional role of SALL4 in lung cancer, SALL4 expression was downregulated by lentiviral-mediated delivery of SALL4-specific short hairpin RNA (shRNA) to the high SALL4-expressing lung cancer cell lines (H661, H522, H292 and PC-9). The specificity of this SALL4 shRNA has been validated in our previous studies [15, 19]. The SALL4 shRNA transductions resulted in 50-90% inhibition of SALL4 expression at protein and mRNA levels in H661, H522, H292 and PC-9 cell lines (Figure 2a). We evaluated the effects of SALL4 knockdown on cell viability of these cells (Figure 2b). SALL4 shRNA treatment markedly reduced the number of viable cells compared to scramble shRNA control treatment (Figure 2b). Furthermore, the oncogenic role of SALL4 was investigated in an *in vitro* foci formation assay and an *in vivo* lung cancer xenograft mouse model using H661 and PC-9 cells with downregulated SALL4 expression (Figure 2c–2e). SALL4 downregulation significantly impaired the tumorigenic potential of H661 cells *in vitro* (Figures 2c and 2d). In the *in vivo* xenograft assay, shRNA-treated PC-9 cells were injected subcutaneously into NOD/SCID mice and monitored for tumor development. SALL4 knockdown dramatically inhibited tumor growth compared to scramble shRNA control group (Figure 2e). These data suggest that SALL4 expression is critical for lung tumor cell growth in vitro and in vivo.

**Figure 2:**
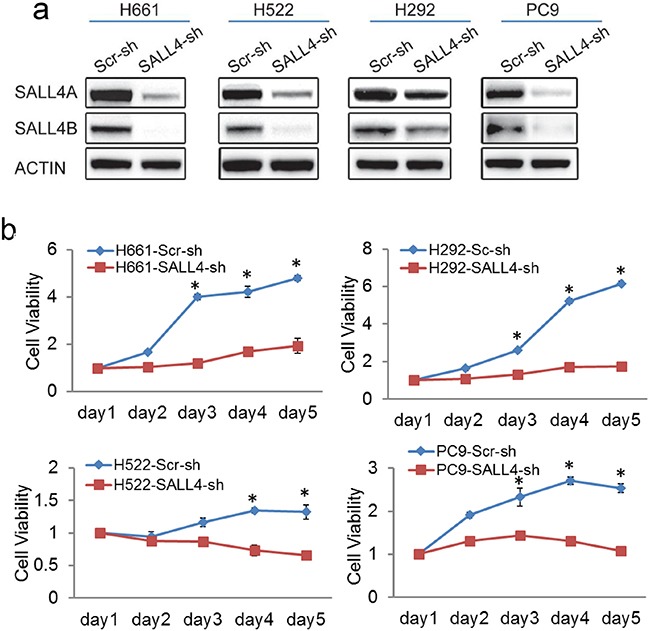

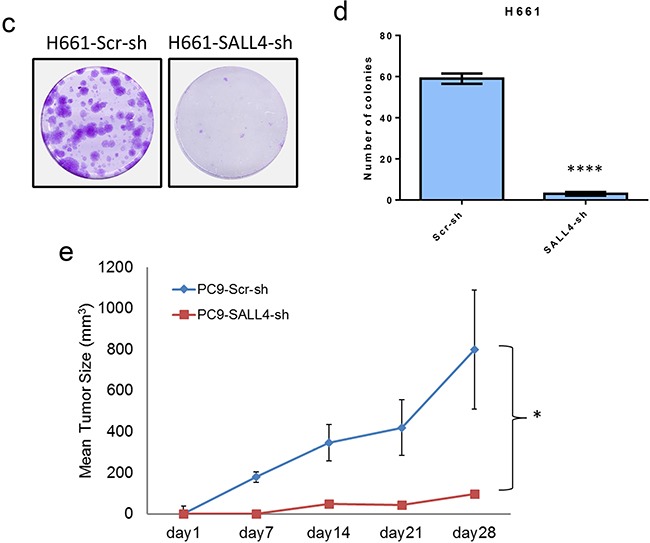
SALL4 knockdown impaired lung cancer cell viability and tumorigenicity *in vitro* and *in vivo* **a.** Western blots show SALL4 downregulation in lung cancer cell lines H661, H522, H292 and PC-9 upon lentiviral-mediated delivery of SALL4-specific shRNA. **b.** MTT assays show reduced cell viability upon SALL4 knockdown. **c.** Foci formation assay shows decreased foci formation when SALL4 is downregulated. **d.** Bar chart shows the quantitation of foci formed in both the Scr-sh and SALL4-sh groups. **** P < 0.0001, Student's t test. **e.** SALL4 depletion inhibited tumorigenecity of lung cancer cells (PC-9) in vivo. Tumor volume (mm^3^) was measured at various time points after transplantation (n = 5). Error bars indicate standard error from five mice. * P < 0.05, Student's t test. Tumor volume (mm^3^) was calculated by the following formula: (length × width× height)/2.

We have recently described a SALL4 peptide as a competitive inhibitor to antagonize the oncogenic function of SALL4 in AML [15] and HCC [15, 17]. In our present study, we further evaluated the anti-proliferative effects of this 12-amino acid peptide in SALL4-expressing lung cancer cell lines. Treatment with 10 μM of TAT peptide-tagged SALL4 peptide (TAT-SALL4) led to a 30-50% reduction of cell viability in all three SALL4-positive lung cancer cell lines (H661, H522, and PC-9), while no effect was observed on non-SALL4-expressing H1299 cells, compared to control peptides (TAT, or TAT-Con) (Supplementary Figure S5). Taken together, these data suggest that SALL4 has a functional role and is a feasible drug target in lung cancer.

### Downregulation of SALL4 blocks both IGF1R and EGFR signaling pathways

To elucidate the potential mechanism(s) of SALL4 in lung cancer, we performed microarray gene expression profiling on H661 cells treated with scramble shRNA control and a SALL4-specific shRNA. 

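SALL4 RNA was lower in each of the 3 SALL4-sh samples than in each of the 3 Scr-sh samples. Its normalized intensity was 30.7 ± 3.72 (SD, n = 3) in SALL4-sh and 120 ± 13.8 (SD, n = 3) in Scr-sh, which is 74.4% lower. The log2 fold change of SALL4 was -1.97 (standard error 0.14, adjusted p = 0.0159 from limma), and an exact two-sided permutation test of its 6 values gave p = 0.1, the smallest p that 3 against 3 allow. Of the 18404 genes tested, 218 were higher and 244 were lower in SALL4-sh at an adjusted p under 0.05 from limma. The largest decreases were those of CCL5, a chemokine that attracts T cells, and IFIT1, an interferon-induced protein that binds viral RNA. CCL5 fell from 865 ± 219 (SD, n = 3) in Scr-sh to 25.2 ± 10.8 (SD, n = 3) in SALL4-sh, a log2 fold change of -5.15. IFIT1 had a log2 fold change of -5.14, and HERC5, the ligase that attaches the ubiquitin-like protein ISG15 to its targets, of -4.71. TXNIP, which binds and inhibits thioredoxin, and TXN, thioredoxin itself, also fell, with log2 fold changes of -4.06 and -2.52. The increases were smaller. DIXDC1, a regulator of Wnt signaling, had a log2 fold change of 1.93, LEMD3, a protein of the inner nuclear membrane, of 1.86, and L1TD1, an RNA-binding protein of pluripotent stem cells, of 1.82, a value limited by the floor of 8, at which 2 of its 3 Scr-sh values stood. NUF2, a kinetochore protein, rose from 44.8 ± 10.8 (SD, n = 3) to 143 ± 9.09 (SD, n = 3). Of 40 genes of the S to M phases of the cell cycle, none was higher and CDC20, an activator of the anaphase-promoting complex, was lower with a log2 fold change of -1.35 (also 1 lower when adjusted over the list alone). With probe sets at or below the 25th percentile of mean intensity left out, 3 were higher, MCM4 and RRM2 among them, and 1 lower. Without adjustment, 7 of the 40 were higher and 3 lower at p under 0.05. Of 19 genes of the SALL family and pluripotency, SALL4 and DPPA4 were lower and none was higher (4 lower when adjusted over the list alone, and 3 with that filter). Of 25 epithelial and mesenchymal genes, CDH1, which encodes E-cadherin, was higher with a log2 fold change of 0.91 (limited by 1 Scr-sh value at the floor), and ZEB2, a repressor of CDH1, and MMP2, a matrix metalloproteinase, were lower with log2 fold changes of -0.89 and -1.45 (1 higher and 3 lower when adjusted over the list alone, and 1 higher and 4 lower with that filter).

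H661 is a line of human large cell lung carcinoma cells, and RNA of each sample was hybridised to an Affymetrix expression array. The submitters' processing notes name RMA, which corrects the background, normalizes the arrays to each other and summarises the probes of each probe set. The deposited values are intensities on a linear scale in which every value under 8 stands at exactly 8, as 38.8% to 40.4% of the 32321 probe sets did on each array. Their log2 values were compared here with limma, with the brightest of a gene's probe sets standing for the gene. Log2 values of samples of the same group correlated at 0.969 to 0.980 across probe sets, and those of different groups at 0.955 to 0.965. The paper gives 15% fetal bovine serum and a Qiagen column kit for the RNA, and the sample labels give 10% serum and Trizol. The paper says of its results in general that they come from at least 3 independent experiments, and none of the sources used here says that the 3 arrays of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. When probe sets at or below the 25th percentile of mean intensity were left out before the test, 809 of 13840 genes were higher and 757 lower. After cyclic loess normalization the counts were 199 and 337. Leaving out any 1 array other than Scr-sh replicate 2 left 23 to 48 genes higher and 29 to 70 lower, and an adjusted p of SALL4 of 0.0523 to 0.0741.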

Combination of one-way ANOVA analysis and pathway analysis using Pathway Interaction Database (PID) showed that both EGFR (P = 1.03E-03) and IGF1R (P = 1.37E-05) signaling pathways were significantly affected by SALL4 downregulation. However, further analysis showed that SALL4 knockdown had little effects on the RNA expression levels of *IGF1R* and *EGFR* in H661 cells (Figure 3a). Nonetheless, SALL4 depletion led to decreased protein expression of total IGF1R and phospho-IGF1R in H661 and H522 cell lines (Figure 3b, left panel), as well as reduced protein expression of total EGFR and phospho-EGFR in H292 and PC-9 cells (Figure 3b, right panel), despite the unchanged RNA expression levels. Furthermore, SALL4 knockdown also inactivated the IGF1R/EGFR downstream intermediate target AKT, as seen from downregulation of phospho-AKT, but not MAPK in the four lung cancer cell lines examined (Figure 3b). These data suggest that depletion of SALL4 expression in lung cancer cells blocks both the EGFR and IGF1R signaling pathways, albeit not through direct regulation of *EGFR* and *IGF1R* mRNA expression.

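Of the genes of IGF1R signaling measured on the arrays, 4 of 25 passed an adjusted p of 0.05 from limma. PTK2, the focal adhesion kinase, fell from 182 ± 0.893 (SD, n = 3) in Scr-sh to 77.1 ± 3.95 (SD, n = 3) in SALL4-sh, a log2 fold change of -1.24 (adjusted p = 0.00485 from limma). The other 3 rose. They were PRKCD, a protein kinase C (log2 fold change 0.64), RPS6KB1, the S6 kinase downstream of mTOR (0.67), and YWHAZ, a 14-3-3 adaptor (0.63). Adjusted over the list alone, 3 were higher and 4 lower, and with probe sets at or below the 25th percentile of mean intensity left out 3 were higher and 3 lower. The share of changed genes was 16% in this list and 2.49% among all other genes, an odds ratio of 7.45 (one-sided Fisher's exact test, p = 0.00326). With those probe sets left out the shares were 25% and 11.3%, an odds ratio of 2.62 (one-sided Fisher's exact test, p = 0.0468). Of 45 genes of EGFR signaling, 1 passed, HBEGF, which encodes an EGFR ligand and was lower in SALL4-sh with a log2 fold change of -0.96 (adjusted p = 0.0336 from limma). Adjusted over the list alone, it was again the only count, 1 lower and none higher, whereas 4 of 41 were higher and 3 lower with the dim probe sets left out (odds ratio 1.62, p = 0.176 from the one-sided Fisher's exact test). Without adjustment, 8 EGFR genes were higher and 6 lower at p under 0.05. The odds ratio of the EGFR list was 0.88 (one-sided Fisher's exact test, p = 0.682). Neither list shifted as a whole in 1 direction. The median log2 fold change was 0.04 for EGFR signaling (adjusted p = 0.684 from camera) and 0 for IGF1R signaling (adjusted p = 0.904 from camera). The test fry, taken without regard to direction, gave adjusted p of 1.46e-05 for EGFR and 8.13e-06 for IGF1R signaling. Housekeeping reference genes passed it too (adjusted p = 0.000150 from fry), so it does not single out the EGFR and IGF1R lists. Both lists were written from general knowledge and are not the sets of the Pathway Interaction Database. At an unadjusted p under 0.05 for the single genes, 14 of the 45 EGFR genes and 9 of the 25 IGF1R genes were counted as changed, with p = 0.0177 and p = 0.0206 from the same Fisher's exact test. Without any 1 of the 6 arrays the p of the IGF1R list was 0.0683 to 0.149, and it was 0.164 after cyclic loess and 0.142 after quantile normalization.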

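EGFR had a normalized intensity of 31.6 ± 10.3 (SD, n = 3) in Scr-sh and 16.4 ± 1.38 (SD, n = 3) in SALL4-sh, or 0.536 of the Scr-sh level (95% confidence interval 0.334 to 0.858 from limma). The adjusted p of this difference over all genes was 0.182 from limma. Every SALL4-sh value lay below every Scr-sh value, for which the exact two-sided permutation test gives p = 0.1. IGF1R had an intensity of 187 ± 57.4 (SD, n = 3) in Scr-sh and 131 ± 6.15 (SD, n = 3) in SALL4-sh, with a log2 fold change of -0.47 (standard error 0.24, adjusted p = 0.436 from limma). Here too the groups did not overlap (exact permutation p = 0.1). The other probe set of IGF1R gave 111 ± 10.4 (SD, n = 3) and 87.3 ± 11.5 (SD, n = 3), a log2 fold change of -0.35. Without Scr-sh replicate 1 the log2 fold change of IGF1R was -0.24, and over the 6 arrays left out in turn it ran from -0.65 to -0.24. Of the kinases downstream, AKT1 had a log2 fold change of 0.48 (adjusted p = 0.212 from limma) and MAPK3, which encodes ERK1, of 0.32 (adjusted p = 0.100 from limma). With probe sets at or below the 25th percentile of mean intensity left out, EGFR passed the threshold (adjusted p = 0.0345 from limma) and IGF1R did not (adjusted p = 0.219 from limma).

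**Figure D1:**
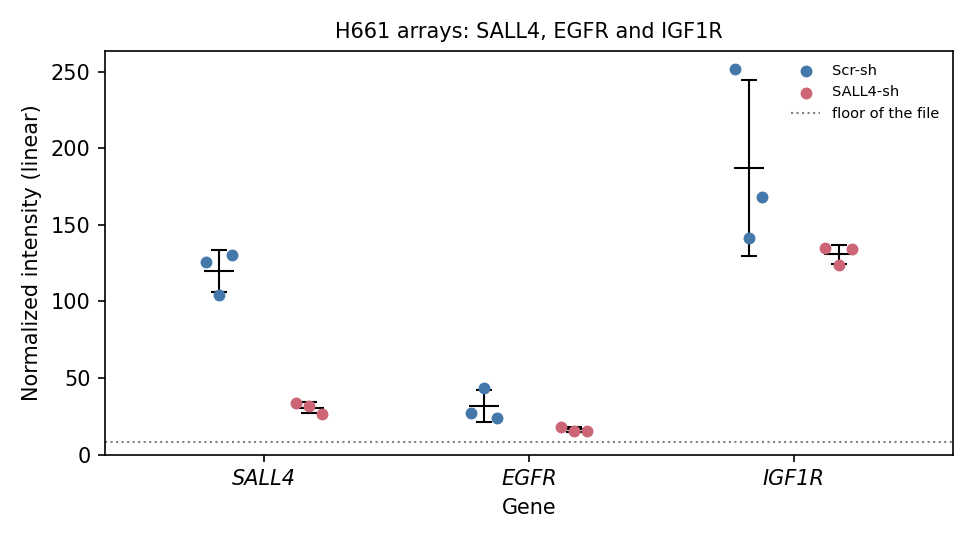
Normalized intensity (linear scale) of SALL4, EGFR and IGF1R on each of the 6 H661 arrays. Points are single arrays, horizontal bars and whiskers are the mean and SD of the 3 arrays of a group, and the dotted line is the floor of 8. The SALL4-sh points of each gene lie below its Scr-sh points, with SALL4 at 30.7 against 120 on average, EGFR at 16.4 against 31.6 and IGF1R at 131 against 187.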

**Figure 3:**
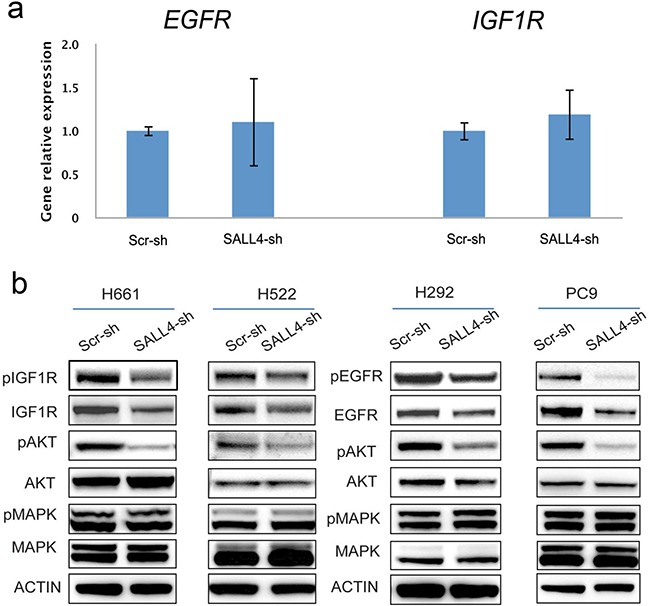
SALL4 affects EGFR and IGF1R signaling pathways indirectly **a.** qRT-PCR data shows that SALL4 knockdown in H661 cell line had no effect on the expression of EGFR and IGF1R at RNA levels, validated our microarray data. **b.** Immunoblotting shows that SALL4 knockdown inactivated IGF1R/EGFR signaling and their downstream mediator phospho-AKT, but not MAPK, in IGF1R activated H661 and H522 cell lines (left panels), and EGFR activated PC-9 and H292 cell lines (right panels), ß-actin was used as a loading control.

### SALL4 regulates EGFR and IGF1R signaling pathways through CBL-B ubiquitin ligase

It is known that receptor tyrosine kinases (RTKs), including EGFR and IGF1R, can be negatively regulated by CBL RING ubiquitin ligases [24, 25]. Interestingly, our microarray data showed that loss of SALL4 led to an upregulation of *CBLB*, a member of the CBL RING ubiquitin ligases, which was further confirmed by qRT-PCR (Figure 4a). In addition, SALL4 knockdown induced CBL-B protein expression in four lung cancer cell lines examined (H661, H522, PC-9, and H292) (Figure 4b). 

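CBLB had a normalized intensity of 46.1 ± 6.18 (SD, n = 3) in Scr-sh and 40.3 ± 6.32 (SD, n = 3) in SALL4-sh. Its level in SALL4-sh was 0.874 of that in Scr-sh, with a 95% confidence interval of 0.644 to 1.19 (log2 fold change -0.19, adjusted p = 0.734 from limma). The 3 values of each group overlapped (exact two-sided permutation test, p = 0.2). CBL, the other widely expressed member of the family, had 45.2 ± 6.94 (SD, n = 3) in Scr-sh and 92.8 ± 16.6 (SD, n = 3) in SALL4-sh. Its log2 fold change was 1.04 (standard error 0.18, adjusted p = 0.0821 from limma), and all 3 SALL4-sh values exceeded all 3 Scr-sh values (exact permutation p = 0.1). CBLC lay near the floor, at 8.55 ± 0.661 (SD, n = 3) and 10.6 ± 0.208 (SD, n = 3). Of 30 genes of CBL ligases and receptor downregulation, none passed the adjusted threshold of limma, and 4 were higher and none lower when adjusted over the list alone, and 3 higher and 2 lower with probe sets at or below the 25th percentile of mean intensity left out. Taken at an unadjusted p under 0.05, 7 were higher and 2 lower. SPRED1, an inhibitor of RAS signaling, had a log2 fold change of 0.98 (adjusted p = 0.0756 from limma) and SOCS5, a suppressor of cytokine and EGFR signaling, of 0.68 (adjusted p = 0.0742 from limma). With that filter CBL (adjusted p = 0.0108 from limma), SPRED1 (adjusted p = 0.0116 from limma) and SOCS5 (adjusted p = 0.0301 from limma) passed the threshold, and CBLB had an adjusted p of 0.597. With 1 array left out the log2 fold change of CBLB ran from -0.32 to -0.10. The paper recalls that CBL ligases act against receptor tyrosine kinases, and reports a rise of CBLB RNA and CBL-B protein after SALL4 loss (Fig. 4a and 4b) and less CBL-B in Beas2B cells that overexpressed SALL4 (Fig. 4c). After these results it proposes that SALL4 raises EGFR and IGF1R by lowering CBL-B.

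**Figure D2:**
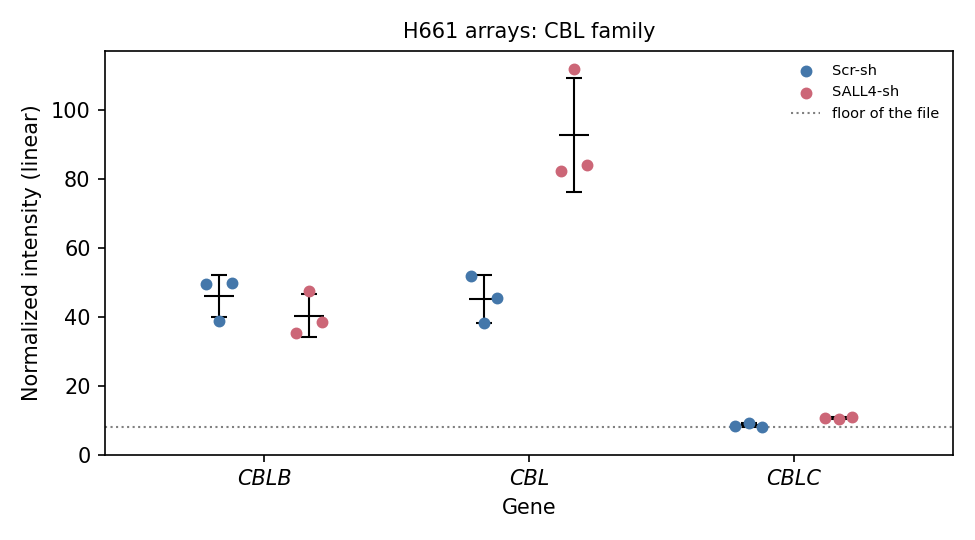
Normalized intensity (linear scale) of CBLB, CBL and CBLC on each of the 6 H661 arrays. Points are single arrays, horizontal bars and whiskers are the mean and SD of the 3 arrays of a group, and the dotted line is the floor of 8. The groups overlap for CBLB (46.1 in Scr-sh and 40.3 in SALL4-sh on average) and are apart for CBL (45.2 and 92.8).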

The effects of SALL4 on CBL-B expression were further evaluated by western blotting after overexpression of SALL4 in a normal lung epithelial cell line (Beas2B). Ectopic expression of both SALL4 isoforms A and B suppressed CBL-B expression (Figure 4c). These results suggest that SALL4 augments EGFR and IGF1R expression in lung cancer through the downregulation of CBL-B ubiquitin ligase.

**Figure 4:**
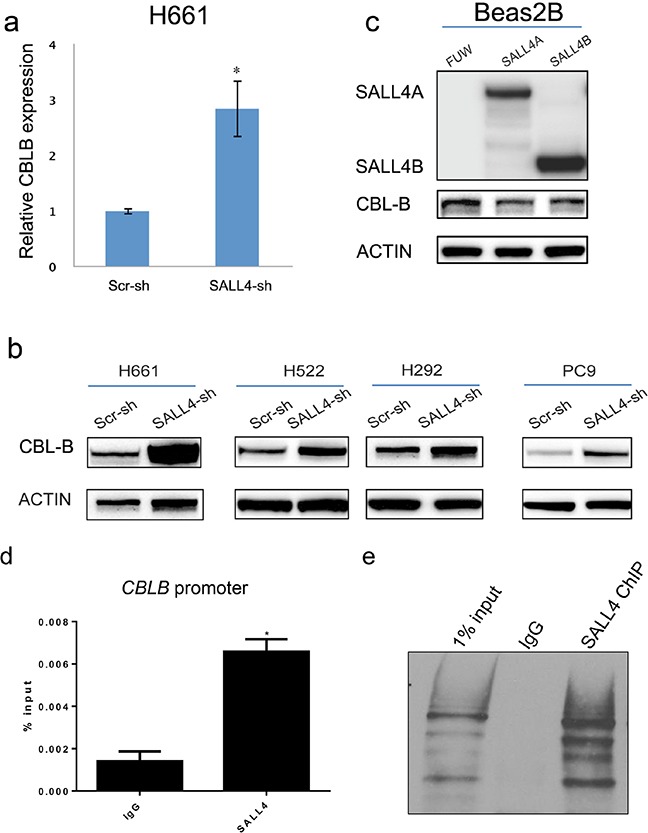
SALL4 represses CBL-B, an E3 ubiquitin ligase implicated in the degradation of EGFR and IGF1R **a.** qRT-PCR data shows that SALL4 knockdown in H661 cell line induced CBLB expression at RNA levels, confirming our microarray data. **b.** SALL4 knockdown resulted in upregulation of CBL-B in four lung cancer cell lines at protein levels. **c.** Ectopic overexpression of SALL4 significantly decreased CBL-B expression in a normal lung cell line (Beas2B). **d.** ChIP-qPCR experiments indicate that SALL4 binds to the *CBLB* promoter in H661 cells. * P < 0.05, Student's t test. **e.** ChIP-WB shows enrichment of SALL4 protein in SALL4 ChIP sample.

We next performed SALL4 chromatin immunoprecipitation (ChIP)-qPCR to investigate if SALL4 binds directly on the promoter region of *CBLB*, thereby repressing its expression. Significant enrichment of SALL4 binding on *CBLB* promoter was observed, as compared to the isotype control (Figure 4d), suggesting that SALL4 might regulate the expression of CBL-B directly by transcription repression. Figure 4e shows the enrichment of SALL4 protein in our ChIP sample.

### Integrated analysis using connectivity Map reveals that HDAC inhibitors can reverse SALL4 gene expression signature in lung cancer

While we have identified a peptide to specifically inhibit the growth of SALL4-expressing lung cancer cells, the clinical utility of peptides, in general, is limited by their sub-optimal in vivo delivery efficiency. To search for potential existing drug(s) to treat SALL4-expressing cancers, we conducted Connectivity Map (cMap) analysis [26, 27]. The SALL4 gene signature obtained from either our knockdown experiments or from data mining on primary lung cancer patients was compared to the drug signatures through the cMap site (http://www.broadinstitute.org/cmap/) with over thousands of expression profiling results upon drug treatments. The outcome of comparison was given a score from +1 (maximum positive correlation) to -1 (maximum negative correlation) based on the extent of correlation between the two gene signatures. In our case, the drugs that received a score close to -1 are most likely to have therapeutic values for the SALL4-expressing lung cancer cells since the drug signatures are in a reverse correlation with the SALL4 gene signature.

We first performed cMap analysis using one set of SALL4 gene signature generated from the comparison between normal human control versus primary lung cancer samples (Supplementary Tables S1 and S2). A separate SALL4 gene signature generated from differentially expressed genes following SALL4 knockdown in the lung cancer cell line H661 (Supplementary Table S3) was also used by cMap. 

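On the H661 arrays 25 of the 26 measured genes of the first block of Table S3, from its first row to CXCL10, had lower values in all SALL4-sh samples than in any Scr-sh sample, and the other stood at the floor on all 6 arrays. All 17 measured genes of the second block, from EI24 to its last row, had higher values in the same sense, where chance gives 10% of genes in both directions together and 27.5% of all genes not at the floor throughout had separated groups. Of 26 measured genes of the first block 14 were lower and none higher at an adjusted p under 0.05 from limma, with a median log2 fold change of -2.40. Of 17 measured genes of the second block 7 were higher and none lower, with a median of 1.65. Adjusted over the list alone these counts were 24 and 17, the same counts as with probe sets at or below the 25th percentile of mean intensity left out. The study chose these genes on these samples, so the counts are no independent evidence of a direction. The colors that mark direction in the table are not in the text used here. In the first block, ARPC3, a subunit of the actin-nucleating Arp2/3 complex, fell from 436 ± 22.0 (SD, n = 3) to 97.4 ± 2.42 (SD, n = 3), and IQGAP1, a scaffold of the cytoskeleton, had a log2 fold change of -2.07. SUCLG1, a subunit of the succinate-CoA ligase of the citric acid cycle, had one of -2.24 and CERS2, a ceramide synthase, of -1.85. In the second block, SCAMP1, a carrier protein of secretory membranes, rose from 93.3 ± 11.3 (SD, n = 3) to 287 ± 21.3 (SD, n = 3). H3-3B, which encodes the histone variant H3.3, rose from 98.9 ± 14.4 (SD, n = 3) to 278 ± 29.1 (SD, n = 3). RRN3, an initiation factor of RNA polymerase I, had a log2 fold change of 1.66 and GEMIN2, a protein of the SMN complex, of 1.57, limited by 2 Scr-sh values at the floor.

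Many genes of the first block are induced by interferon. Of 52 measured interferon-stimulated genes, 6 were lower in SALL4-sh and none higher at an adjusted p under 0.05 from limma (17 lower when adjusted over the list alone, and 19 lower with the same probe sets left out). Without adjustment, 21 were lower and none higher at p under 0.05. Their median log2 fold change was -0.58 (adjusted p = 1.37e-10 from camera, adjusted p = 0.335 with an estimated correlation). OASL, which resembles the oligoadenylate synthetases that sense viral RNA, had 196 ± 73.6 (SD, n = 3) in Scr-sh and 12.4 ± 4.83 (SD, n = 3) in SALL4-sh. Of the 40 members outside Table S3, 2 were lower, namely OAS3 (log2 fold change -1.95, limited by 1 SALL4-sh value at the floor) and ISG15 (-2.22), and none was higher (also 2 lower when adjusted over the list alone, and 9 with the same probe sets left out). Their median was -0.28 (adjusted p = 9.96e-06 from camera, adjusted p = 0.411 with an estimated correlation). Without Scr-sh replicate 2 these medians were -0.32 over all 52 and -0.05 outside Table S3. Of the 52, 10 stood at the floor on all 6 arrays, and a further 13 stood there in all 3 SALL4-sh samples but not in all Scr-sh samples, so that the log2 fold changes of these 13 are bounds.

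**Figure D3:**
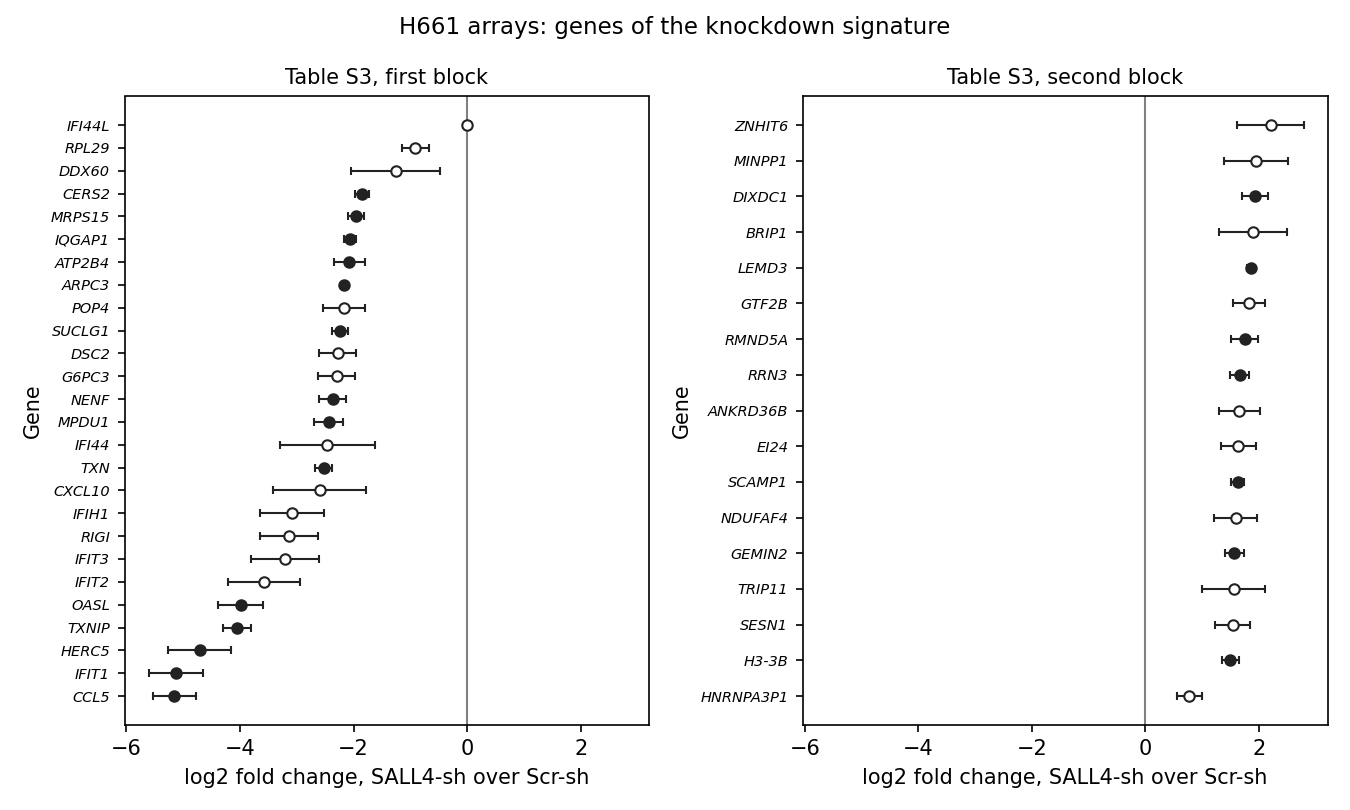
Log2 fold change in SALL4-sh over Scr-sh of each measured gene of Table S3, with the first block on the left and the second block on the right. Whiskers are the standard errors from limma (n = 3 arrays per group), and filled points passed an adjusted p of 0.05. The first block lies at or below 0, with a median of -2.40, and the second block above 0, with a median of 1.65.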

Comparative analysis identified overlapping of three candidate drugs in all three analyses using the various gene signatures (Supplementary Table S4). Intriguingly, entinostat (MS-275), a HDACi, was among the three common drugs. This, however, was not unexpected, as we have reported in our previous studies that one of the main functions of SALL4 is to act as a transcription repressor by interacting with the nucleosome remodeling and deacetylase (NuRD) complex that comprises of HDAC1 and HDAC2 [28]. As an HDACi, entinostat preferentially inhibits HDAC1 as compared to HDAC3 [29], and has been used in clinical trials to treat lung cancer patients [30].

### SALL4-expressing lung cancers are sensitive to HDAC inhibitor entinostat treatment

To validate the cMap result, we conducted further studies using the HDACi entinostat. A panel of 17 lung cancer cell lines with different expression levels of SALL4 was evaluated for their drug sensitivity to entinostat. We first noticed that lung cancer cells with high SALL4 expression levels such as H661 and PC-9 cells were more sensitive to entinostat treatment than those with low SALL4 expression level, such as H1299 cells. The IC_50_ values of entinostat at day 3 were 1.17 μM for H661, 0.88 μM for PC-9, and 7.7 μM for H1299, respectively (Figure 5a). Furthermore, based on SALL4 mRNA expression level, 17 lung cancer cell lines were stratified into “SALL4 high” and “SALL4 low” groups using the mean *SALL4* expression level as threshold. The entinostat sensitivity was then compared between these two groups (Figure 5b). A negative correlation between the IC_50_ of entinostat and SALL4 expression level was observed, suggesting that lung cancer cells with high SALL4 expression were more sensitive to entinostat treatment (P = 0.03) (Figure 5b). To further evaluate the correlation between SALL4 expression and entinostat treatment sensitivity, SALL4 isoforms A and B were overexpressed in SALL4 negative lung cancer cell line H1299 (Figure 5c). Ectopic expression of SALL4 in these cells led to increased sensitivity of the cells to entinostat treatment, as indicated by a reduced IC_50_ value (Figure 5d).

**Figure 5:**
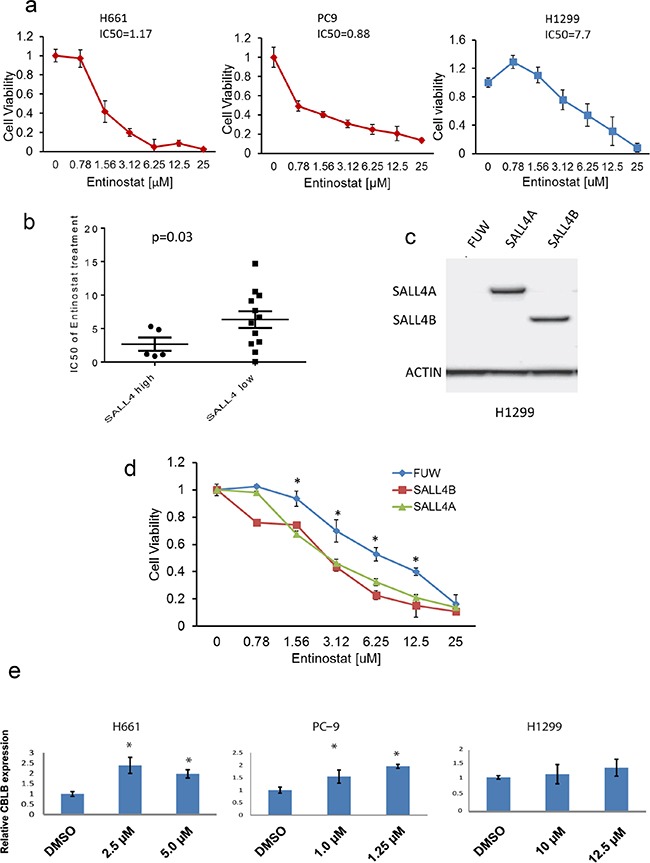

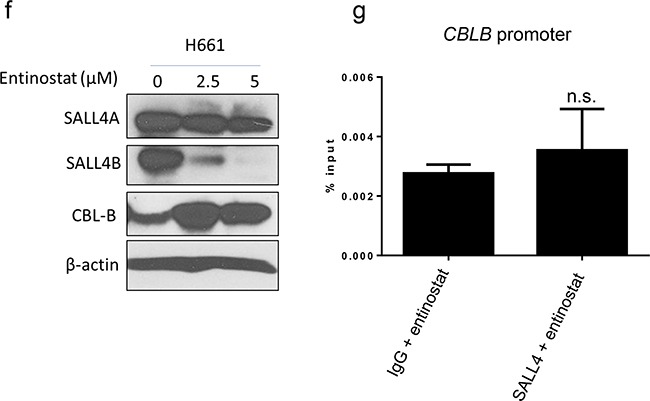
SALL4-expressing cells are more sensitive to HDACi entinostat treatment **a.** MTT assay shows the inhibition of cell growth in lung cancer lines (H661, PC-9 and H1299) after 72 h treatment with HDACi entinostat at various dosage (0.78, 1.56, 3.12, 6.25, 12.5, and 25 μM). Data were normalized to the DMSO control, and represent the mean values (± s.d.) of quadruplicate cultures from two independent experiments. **b.** IC_50_ values of entinostat treatment was plotted against two groups of lung cancer cell lines (n = 17) with high or low *SALL4* expression. Entinostat sensitivity is correlated positively with *SALL4* expression. **c.** Western blot shows overexpression of SALL4 isoforms A and B in the SALL4 negative lung cancer cell line H1299 **d.** MTT assay shows increased sensitivity of H1299 cells to entinostat treatment upon SALL4 overexpression when compare to FUW empty vector control (* P < 0.05). **e.** qRT-PCR shows *CBLB* expression in H661, PC-9, and H1299 cells after treatment with entinostat for 48 h. **f.** Western blot shows reduced SALL4 expression and increased CBL-B expression in H661 cells after entinostat treatment for 72 h. **g.** ChIP-qPCR shows decreased SALL4 binding to the *CBLB* promoter upon treatment with 10μM entinostat for 24h. n.s.: not significant

Since SALL4 can repress its downstream target gene expression through its interaction with the HDAC-containing complex NuRD, we reason that entinostat, an HDACi, can potentially affect the repressive function of SALL4. We have shown in this study that SALL4 can repress CBL-B expression in lung cancer cells. We next examined whether the expression of CBL-B in these cells was affected upon entinostat treatment. The expression levels of CBL-B were increased significantly only in SALL4-expressing H661 and PC-9 cell lines and not in SALL4-non-expressing H1299 cells after entinostat treatment (Figure 5e). Additionally, entinostat treatment led to a decrease in SALL4 expression levels (Figure 5f), and abolished the enrichment of SALL4 binding on *CBLB* promoter as observed from SALL4 ChIP-qPCR in H661 cells (Figure 5g).

To our knowledge, these data demonstrate for the first time that high SALL4 expression is associated with a more sensitive response to entinostat treatment in human lung cancer cells. Therefore, SALL4 might be a good predictive marker for entinostat, and possibly other HDAC inhibitors in lung cancer.

## DISCUSSION

SALL4 is an important stem cell factor [12, 13], and it has recently emerged as an oncofetal protein [15]. Aberrant SALL4 expression has been reported in a myriad of solid tumors including HCC [15, 16, 31], endometrial cancer [19], ovarian cancer [32], breast cancer [33], gastric cancer [18, 34], lung cancer [20, 21], and germ cell tumors [35–37], as well as in leukemias [14, 38, 39]. Its druggability has been proposed in liver cancer and AML [15]. Lung cancer is the leading cause of cancer deaths in the United States (US) and worldwide. Recently, molecular targeted therapies including EGFR and ALK inhibitors have resulted in some improvement in the treatment response in selected groups of NSCLC patients. However, EGFR and ALK aberrations collectively account for only approximately 15% of all NSCLCs in the US, and the overall survival rate for lung cancer patients remains extremely poor (5-year survival rate of ~15%). Therefore, more effective therapeutics are needed for lung cancer patients, particularly for the ones that are negative for EGFR mutations.

In our present study, we first examined SALL4 expression in a cohort of primary lung cancer samples using immunohistochemical staining. 16% of 173 primary lung cancer patients demonstrated positive SALL4 expression, whereas no expression of SALL4 was observed in normal lung tissues (except for the basal layer of bronchiolar epithelium), consistent with published results by other groups [37, 40, 41]. The observation that SALL4 is overexpressed in a subgroup of lung cancers was further validated by analysis of published gene expression profiles of lung cancers in public databases. Importantly, we have also observed positive SALL4 expression in EGFR mutation negative lung cancer patients. The correlation between SALL4 expression and poorer patient survival in lung cancer is consistent with our observations from HCC, endometrial cancer and myelodysplastic syndrome. The unique expression pattern of SALL4 in lung cancer suggests that it can potentially be a good drug target for personalized medicine, targeting the lung cancer subtypes that cannot be treated by current targeted therapies like EGFR and ALK inhibitors.

To date, targeted therapies have reshaped the management of various types of cancers including NSCLC. EGFR is frequently strongly activated and overexpressed in NSCLC. Oncogenic *EGFR* mutation is a compelling therapeutic target in NSCLCs and numerous agents have been developed to target this moiety [42–44]. However, cancer cells may circumvent the drug effects of EGFR inhibitors by activating alternative pathways, thus limiting the efficacy of such therapeutic approaches [45, 46]. One of these alternative pathways is the IGF1R pathway, which is an important cell survival pathway. In the setting of NSCLC, increased expression of IGF1R appears to be detected in up to 70% of patients [47]. Also IGF1R overexpression was found to correlate with decreased efficacy of EGFR targeting, suggesting the importance of IGF1R signaling in EGFR inhibitors drug resistance [48, 49]. All these studies suggest that co-targeting of both IGF1R and EGFR represent a more viable therapeutic option for NSCLC.

In this study, we show that depletion of SALL4 by shRNA resulted in a decreased in cell viability and tumorigenicity of SALL4-positive lung cancer cells, which were associated with dysregulation of both EGFR and IGF1R signaling pathways. The regulatory effects of SALL4 on these two pathways seem to be indirect as SALL4 had no direct effect on the mRNA expression of *EGFR/IGF1R*. Instead, SALL4 silencing induced the expression of CBL-B, an E3 ubiquitin ligase, both at the protein and mRNA levels. Members of the CBL protein family (CBL, CBL-B and CBL-C) have emerged as dominant “activated RTK-selective” ubiquitin ligases, which serve a unique role as activation-induced feedback negative regulators of RTKs, including EGFR, PDGFR, MET, KIT, and IGF1R. Various studies have demonstrated that CBL protein-dependent ubiquitination targets activated RTKs for degradation either by promoting their proteasomal degradation or by facilitating their endocytic sorting into lysosomes. Data from lung cancer cell lines suggest that SALL4 downregulation may result in degradation of EGFR and IGF1R proteins, possibly in part through CBL-B. This model needs to be verified further by rescue experiments in the future.

We have previously identified a peptide that can block the oncogenic function of SALL4 by interrupting the interaction between SALL4 and the NuRD complex [15]. While the development of SALL4-specific inhibitor(s) that mimic this SALL4 peptide is ongoing, we set out to search for existing drugs that can potentially treat SALL4-expressing cancers. Using cMap predication, we identified that the drug signature from HDAC inhibitor entinostat significantly correlates with SALL4 gene signature. Using a panel of 17 lung cancer cell lines with varying SALL4 expression levels as a preclinical model, we further confirmed that high SALL4 expression lung cancer cells were more sensitive to entinostat treatment. Entinostat can induce the expression of *CBLB*, a gene that is repressed by SALL4 in lung cancer cells, representing a potential mechanism for the sensitivity of SALL4-expressing lung cancer cells to this drug. entinostat is an HDACi targeting class I enzymes HDAC1 to HDAC3. Recent clinical trials conducted on patients with lung cancer reveal that combination of entinostat with existing lung cancer treatments, such as erlotinib or azacitidine, appears promising, particularly for the carefully selected subgroups of patients [30]. Currently, there is no predictive biomarker for entinostat for lung cancer treatment. Our preclinical studies using a panel of 17 lung cancer cell lines suggest that SALL4 could be a useful predictive marker for entinostat. Future clinical studies are needed to investigate whether SALL4 can be used as a biomarker in selecting lung cancer patients who may benefit from combination therapy with entinostat.

In summary, this is the first comprehensive study on the role of SALL4 in lung cancer. We have evaluated SALL4 expression in lung cancer in large cohorts of patients, and observed that SALL4 expression is upregulated in a subset (about 16%) of these patients including EGFR mutation negative cases. As reported in other types of cancers, SALL4 plays a critical role in lung cancer cell survival. This is supported by genetic (SALL4 knockdown) and pharmacological (peptide) studies. SALL4-expressing lung cancer cells are more sensitive to entinostat treatment. Overall, our studies suggest that targeting SALL4 by entinostat is a novel approach for lung cancer treatment.

## MATERIALS AND METHODS

### Patient samples

173 cases of primary lung cancer tissues (52 SCC, 100 ADC, and 21 BAC) and 166 cases of matched normal lung tissues from the archives of the National University Hospital, Singapore were included in this study. Ethics approval was obtained from the National University of Singapore Institutional Review Board (NUS IRB 09-261).

### Antibodies and reagents

All phospho-antibodies (pIGF1R #3024, pEGFR #2234, pAKT #9271, pMAPK #9101) and polyclonal antibodies to AKT (#9272) and IGF1R (#3027) were from Cell Signaling Technology (Beverly, MA). Monoclonal mouse antibodies to SALL4 (#sc-101147) and CBL-B (#sc-1705), and polyclonal antibody to EGFR (#sc-03) were from Santa Cruz Biotechnology (Santa Cruz, CA). Polyclonal antibody to MAPK (#61-7400) was from Invitrogen Life Technologies (Carlsbad, CA). HDAC inhibitors (trichostatin A and entinostat) were provided by Dr. James Bradner's lab at DFCI.

### Cell lines

Lung tumor cell lines (PC-9, H460, A549, H1299, H520, A427, H292, H441, H322, H1650, H1395, HCC827, H3122, H1975, H3255, and H23) and a normal lung epithelial cell line (Beas2B) were kindly provided by Drs. Daniel G. Tenen and Susumu Kobayashi. H522 and H661 cell lines were purchased from the American Type Culture Collection (ATCC).

### SALL4 immunohistochemistry

IHC staining was performed according to the standard techniques as described previously [15].

### Lentiviral SALL4 overexpression and *SALL4* shRNA constructs and lentivirus packaging

Human SALL4A or SALL4B fragments were subcloned into a modified lentiviral vector (FUW-Luc-mCh-puro) with mCherry and puromycin selection markers. Lentivirus preparations were produced by cotransfecting empty vector pLKO.1puro with *SALL4 shRNA* or FUW with *SALL4* ORF, and helper virus packaging plasmids pCMVΔR8.91 and pMD.G (at a 10:10:1 ratio) into 293T cells. Transfections were carried out using lipofectamine and PLUS reagent. Lentiviruses were harvested at 24, 36, 48, and 60 hrs post-transfection, and frozen at −80°C in aliquots at appropriate amounts for infection. Validated shRNAs were used for SALL4 knockdowns. The sequences for *SALL4 shRNA* and scrambled shRNA are as follows: *SALL4* shRNA: 5′-GCCTTGAAACAAGCCAAGCTA-3′; and Scr-shRNA: 5′-CCTAAGGTTAAGTCGCCCTCG-3′.

### Cell culture and virus infection

H661, H522, PC-9, H292 and H1299 cell lines were maintained in RPMI1640 medium plus 15% fetal bovine serum (FBS) containing penicillin/streptomycin and L-glutamine. Beas2B was maintained in F10 containing 10% FBS, penicillin/streptomycin, L-glutamine, amphotericin, Mitotracker+, and bovine pituitary extract. Transduction was carried out as described previously^48^.

### Cell viability analysis

Lung cancer cells were plated at 5,000 cells/well in a 96-well flat-bottomed plate (Falcon, Lincoln NJ) and cultured in RPMI1640 for 24 hours before transduction with lentiviral empty vector, *SALL4* shRNA, or treatment with HDAC inhibitors (entinostat or TSA), or TAT-SALL4 peptide (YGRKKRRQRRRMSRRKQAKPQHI)/TAT-con peptide(YGRKKRRQRRR). Cell viability was assessed 1-5 days after transduction or inhibitor treatment using the MTT assay as described^14, 22, 48^. Data were normalized to the empty vector group or DMSO. All assays were performed in quadruplicate wells, and were averaged from two independent experiments for each cell line.

### Foci formation assay

Lung cancer cells (H661) were treated with scrambled shRNA (Scr-sh) or SALL4 shRNA (SALL4-sh). Three days after lentiviral transduction, cells were plated at 500 cells per well in a 6-well plate (Corning, NY) and cultured in RPMI1640 medium for 2 weeks. Colony formation was observed by staining with crystal violet solution (0.1% crystal violet/ 25% methanol) and the number of colonies was manually counted. All assays were performed in triplicate wells and averaged from two independent experiments.

### Xenotransplant murine models

All experimental procedures involving animals were conducted in accordance with the institutional guidelines set forth by the Children's Hospital Boston (CHB animal protocol number 11-09-2022). Eight to 10 week-old NOD/SCID mice were housed in a specific pathogen-free facility. Athymic nude mice were injected subcutaneously with PC-9 cells expressing SALL4-targeting shRNA on one flank (n=3 each) and scramble shRNA control on the other flank (n=3). 2 × 10^6^ infected cells on puromycin selection were resuspended in BD Matrigel and implanted subcutaneously at each injection site. After injection, mice were examined and tumor volumes were measured at various time points. Tumor volume was calculated by using the formula, tumor volume = (length × width× height)/2. Mice were killed by CO_2_ inhalation and necropsied 4 weeks after injection, and then tumor volume was evaluated.

### Chromatin Immunoprecipitation (ChIP)-qPCR

H661 cells were cross-linked with 1% formaldehyde and snap-frozen until processed. 10 million cells were used per experiment. Cells were lysed in 1ml of cell lysis buffer (20mM Tris, pH8/ 85mM KCl/ 0.5% NP-40 and 1X cOmplete protease inhibitor cocktail), and the nuclei was resuspended in nuclear lysis buffer (10mM Tris-HCl, pH7.5/ 1% NP-40/ 0.5% NaDOC/ 0.1% SDS/ 1X cOmplete protease inhibitor cocktail). The nuclei were then sonicated using the Biorupter (30s on/off pulses for 10 cycles). The salt concentration of the sheared chromatin was adjusted to 500mM NaCl. Immunoprecipitations were then carried out with 1.9μg of SALL4 antibody in ChIP dilution buffer (16.7mM Tris-HCl, pH8.1/ 500mM NaCl/ 0.01% SDS/ 1.1% Triton X-100/ 1.2mM EDTA) overnight. Bead complexes were washed twice with RIPA buffer high salt (500mM), then twice with LiCl buffer (10mM Tris-HCl, pH8.1/ 1mM EDTA/ 1% NaDOC/ 1% NP-40/ 250mM LiCl), and finally twice in TE buffer. Protein-DNA complexes were then eluted with 100μl of ChIP elution buffer (10mM Tris-HCl, pH8/ 5mM EDTA/ 300mM NaCl/ 0.1% SDS) and 16μl of reverse-crosslinking buffer (250mM Tris-HCl, pH6.4/ 1.25M NaCl/ 62.5mM EDTA/ 5mg/ml Proteinase k/ 62.5mg/ml RNAse A) by incubated at 65°C overnight. DNA samples were then PCR purified with QIAquick PCR Purification Kit (Qiagen, Germany) and analysed by qPCR. ChIP-qPCR primers used were: CBLB promoter forward: 5′- CAGCATCAATAATACCCAAAATTCGACC-3′, reverse: 5′- CGATGGAGGAAGATGCAGTGGTAC-3′.

### Primers

The qRT-PCR assays for *SALL4, EGFR, IGF1R and CBLB* were performed using the following primers: *SALL4* sense: 5′-CCGTCCATGCGGAAGATC-3′ and anti-sense: 5′-GAAGACCTCCTCCTCGCACT-3′; *EGFR* sense: 5′-CCCCCAGCGTATCTATATGGAA-3′ and anti-sense: 5′-GCTGTCCCTCTCCACTGCAA-3′; ^5^ *IGF1R* sense: 5′-GAGAGCTGGTAGTTAGTAGCATGTTGA-3′ and anti-sense: 5′- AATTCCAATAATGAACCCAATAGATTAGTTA -3′^17^. *CBLB* sense: 5′-GAGAGCTGGTAGTTAGTAGCATGTTGA-3′ and anti-sense: 5′- AATTCCAATAATGA ACCCAATAGATTAGTTA -3′. As controls, *GAPDH* was amplified using the following primers: *GAPDH* sense: 5′-GAAGGTGAAGGTCGGAGTCAAC-3′ and anti-sense: 5′-TGGAAGATGGTGATGGGATTTC-3′. All primers were obtained from Invitrogen. The comparative C_t_ (cycle threshold) method was used to determine RNA expression fold differences in lung cancer cell lines. The data points (run in triplicate assays) were normalized to *GAPDH*.

### Microarray

Total RNA was extracted using Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany) following manufacturer's instructions. RNA quantity was assessed using Nanodrop (Thermo Fisher Scientific, Wilmington, DE) and RNA integrity was analyzed using Nano chip for Eukaryotes on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). A RIN value of 8.0 and above was considered to indicate a satisfactory sample quality. Gene expression array was carried out as described previously^48^. The microarray data was deposited in the GEO database with the Accession number GSE68959.

### GSEA analysis

Gene expression data of lung cancers was extracted from the GEO database (accession number: GSE31210 and GSE19188). Before GSEA, all lung cancer samples were divided into two groups according to their SALL4 expression levels: SALL4 high and SALL4 low. GSEA was then performed based on normalized data using GSEA v2.0 tool (http://www.broad.mit.edu/gsea/) for identification of enriched gene sets between the SALL4 high and SALL4 low groups.

### Statistical analysis

Results are expressed as mean ± s.d. from at least three independent experiments, unless otherwise stated. Statistical significance between the two groups was determined by Student's t-test or Pearson's Chi-squared (χ2) test (GraphPad Prism 5.0 software (La Jolla, CA, USA). Log-rank test was used for survival analysis. The value of P < 0.05 was considered statistically significant and is indicated by an asterisk.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Targeting SALL4 by entinostat in lung cancer
**Source:** Oncotarget. 2016 Sep 26;7(46):75425–40. doi: 10.18632/oncotarget.12251
**Supplement:** Supplementary file 1

GSE 31210 dataset

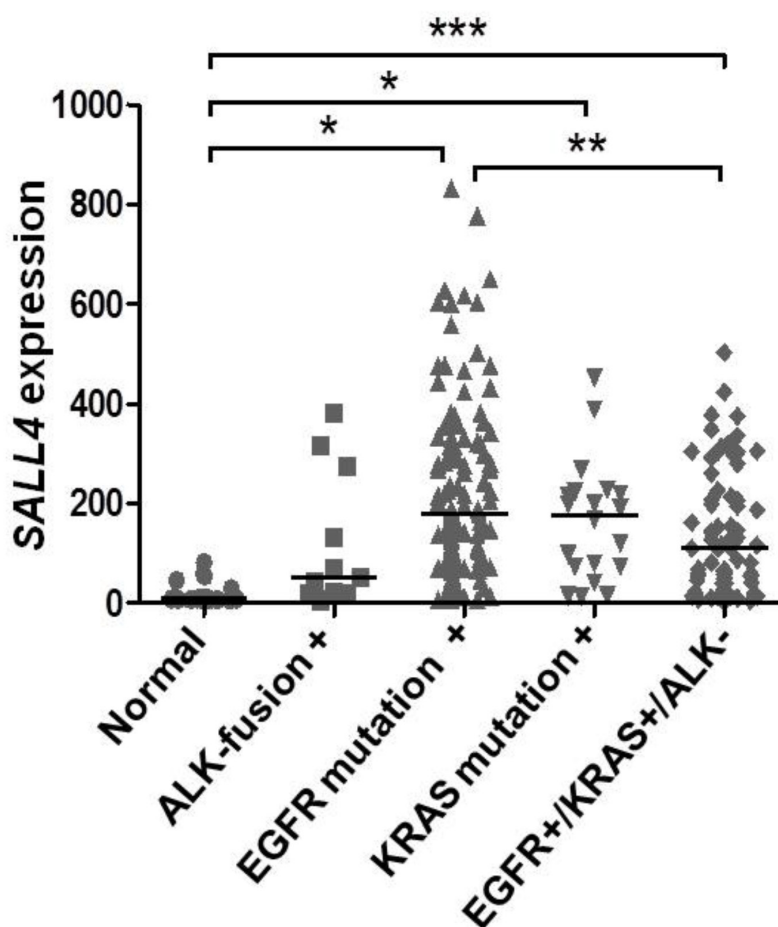

**Supplementary Figure S2: *SALL4* mRNA expression in lung cancer patients with various genomic abnormalities.** Primary human lung cancer samples were extracted from the GEO database (Accession No. GSE31210) and categorized into different groups based on their genomic aberrations, including ALK fusion +, EGFR mutation +, KRAS mutation +, and EGFR mutation +/KRAS mutation +/ ALK -. Higher *SALL4* expression is observed in samples with EGFR and KRAS mutations, but not in ALK fusion samples.\*  $P < 0.05$ , \*\*\*  $P < 0.001$ .

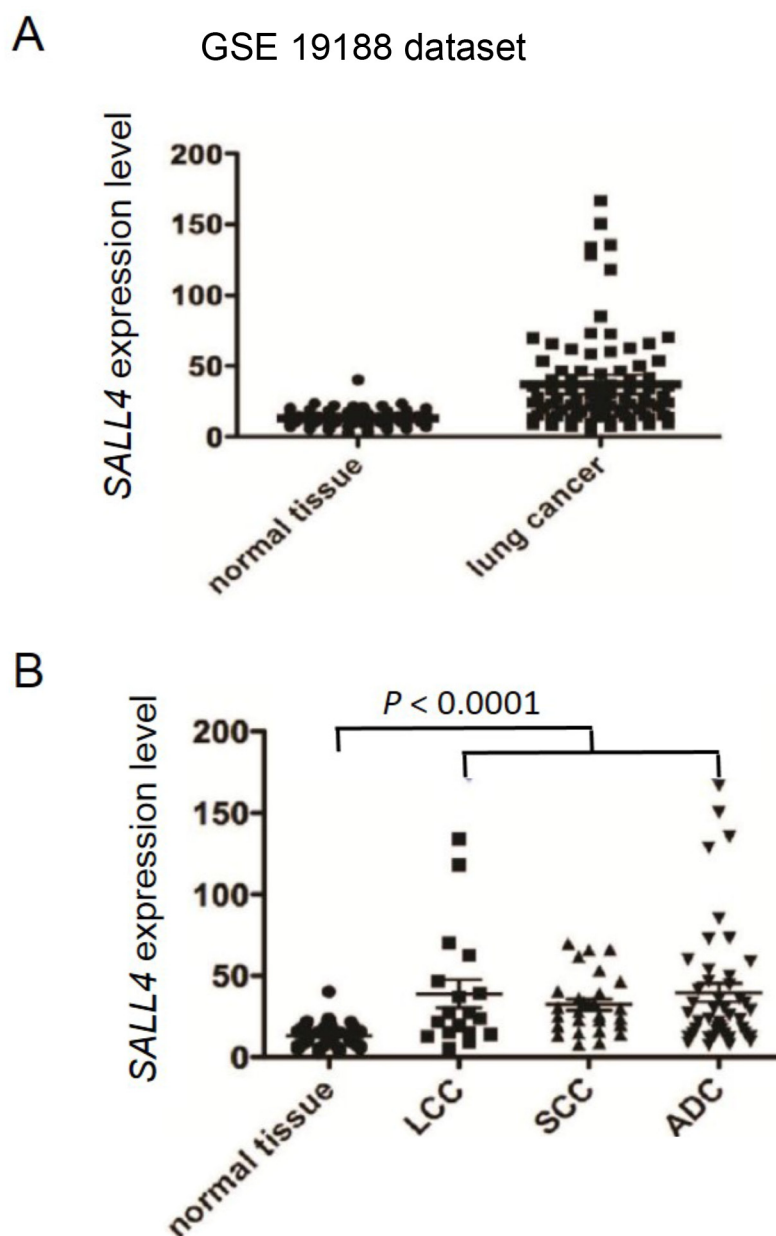

**Supplementary Figure S3: *SALL4* expression is elevated in primary lung cancers.** **a.** Increased *SALL4* mRNA expression is observed in lung cancer patients as compared to the normal tissues, from data extracted from the GEO database (Accession No. GSE19188). **b.** *SALL4* mRNA expression in different subtypes of NSCLCs. LCC = large cell carcinoma; SCC = squamous cell carcinoma; ADC = adenocarcinoma. (Continued)

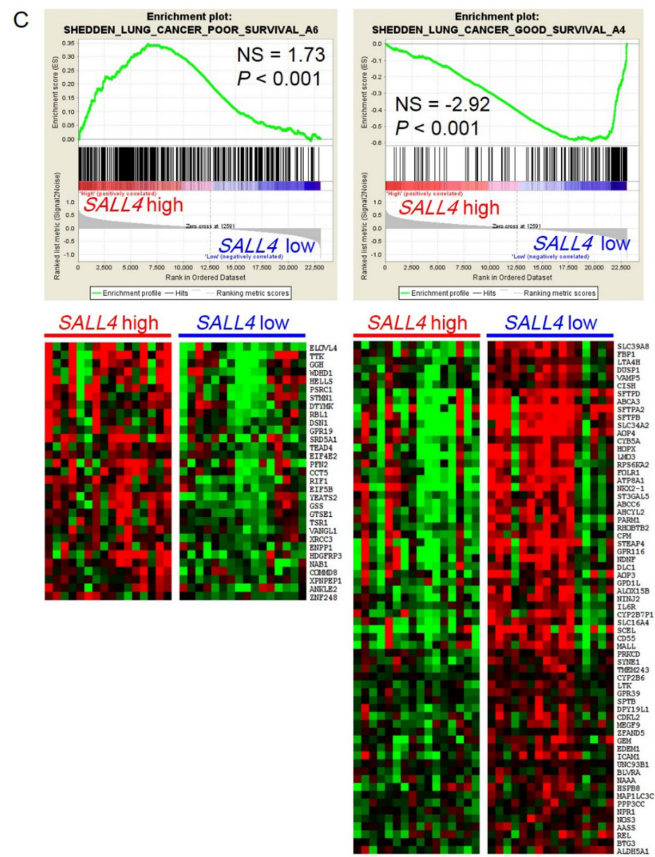

**Supplementary Figure S3: (Continued) *SALL4* expression is elevated in primary lung cancers.** **c.** GSEA analysis shows enrichment of poor survival signature in lung cancers with high *SALL4* expression, and enrichment of good survival signature in lung cancers with low *SALL4* expression. **d.** Using another lung adenocarcinoma dataset from TCGA, significantly increased *SALL4* mRNA expression is also observed in lung cancer patients as compared to matched normal tissues (left). Kaplan Meier analysis demonstrated poorer survival advantage for patients with upregulated *SALL4* expression (right).

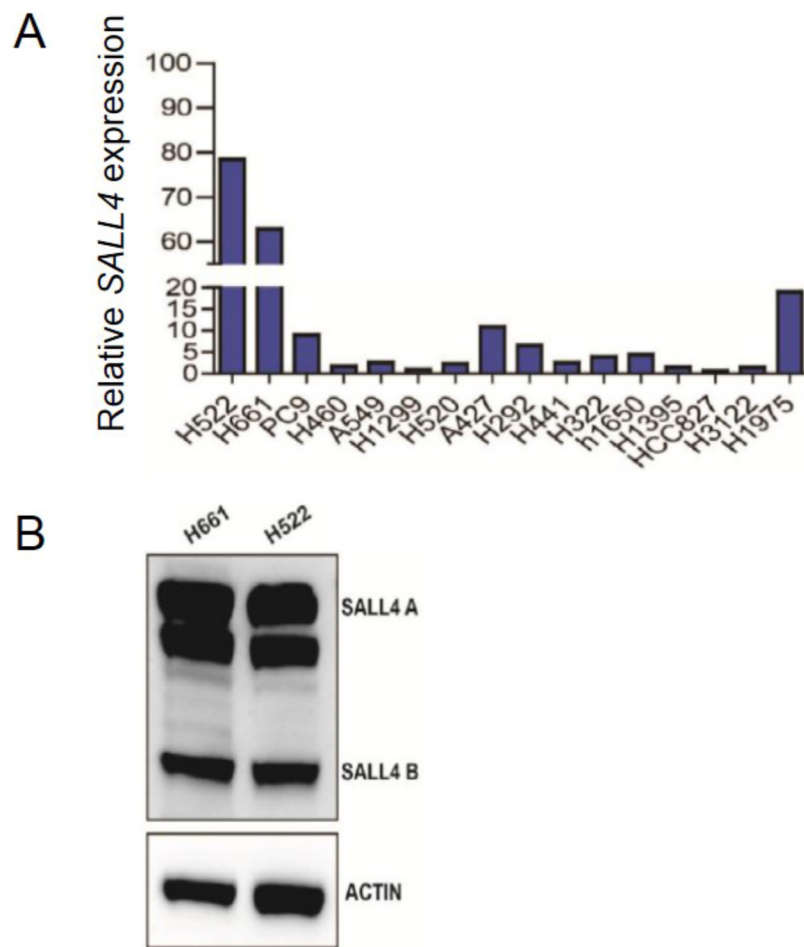

**Supplementary Figure S4: Endogenous SALL4 mRNA and protein expression in lung cancer cell lines.** a. qPCR data shows endogenous *SALL4* mRNA expression in a panel of lung cancer cell lines. b. Western blot shows high SALL4 expression in H661 and H522 cell lines.

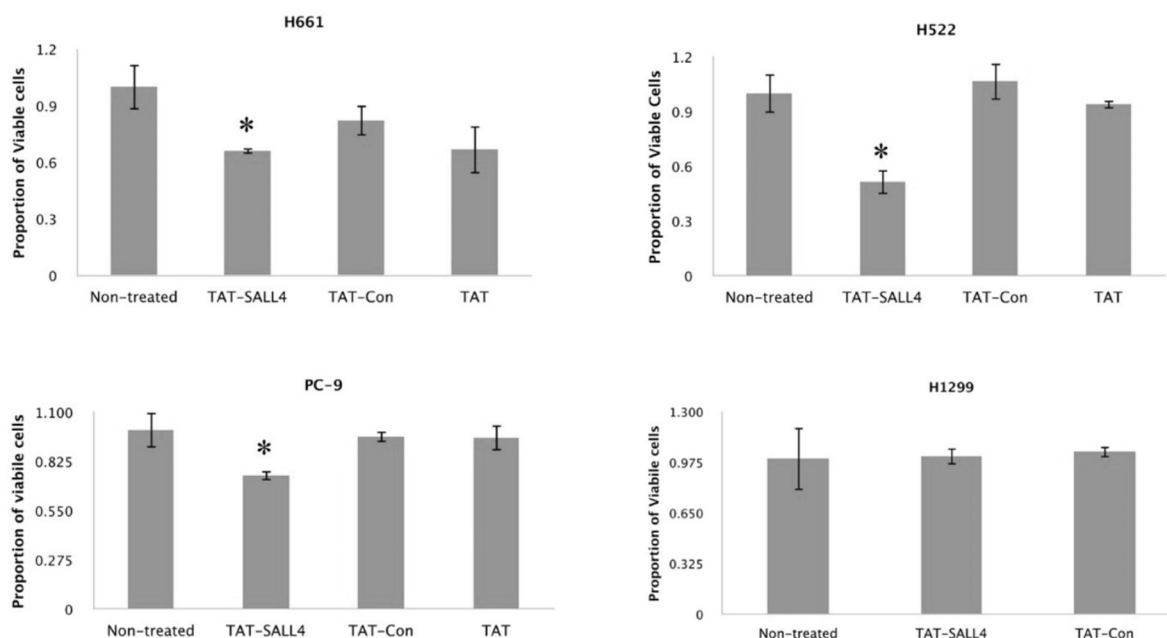

**Supplementary Figure S5: Functional inhibition of SALL4 by a specific peptide inhibitor led to decreased cell viability of lung cancer cells.** Cellular viability of lung cancer cell lines (H661, H522, PC-9, and H1299) 72 hours after treatments with TAT, TAT- SALL4, and TAT-control (TAT-con) peptides was evaluated by the MTT assay. Data were normalized to the non-treated control, and represent the mean values ( $\pm$  s.d.) of quadruplicate cultures from two independent experiments. SALL4 functional inhibition by TAT-SALL4 peptide significantly reduced cell viability in SALL4 positive lung cancer lines (H661, H522, and PC-9), but not in the SALL4 negative lung cancer line H1299. In contrast, treatment with TAT-con peptide or TAT alone only led to a slight decreased in cell viability in these cell lines. \* $P < 0.05$ .

**Supplementary Table S1: SALL4 gene signature generated from GSE31210 dataset by comparing samples with high vs. low *SALL4* expression (black indicates upregulated genes; red indicates downregulated genes).**

**See Supplementary File 1**

**Supplementary Table S2: SALL4 gene signature generated from GSE19188 dataset by comparing samples with high vs. low *SALL4* expression (black indicates upregulated genes; red indicates downregulated genes).**

**See Supplementary File 2**

**Supplementary Table S3: SALL4 gene signature generated from SALL4 knocked down H661 lung cancer cell line (black indicates upregulated genes; red indicates downregulated genes).**

**See Supplementary File 3**

Supplementary Table S4: Drug list obtained from connectivity map analysis

| SALL4 KD vs patient sample 1 | SALL4 KD vs patient samples 2 | Common list in three datasets |
|------------------------------|-------------------------------|-------------------------------|
| Azacitidine                  | Resveratrol                   | Resveratrol                   |
| Resveratrol                  | Thioridazine                  | Daunorubicin                  |
| 0175029-0000                 | Doxylamine                    | Entinostat (MS-275)           |
| Alsterpaullone               | Fluphenazine                  |                               |
| Loracarbef                   | Camptothecin                  |                               |
| Daunorubicin                 | Daunorubicin                  |                               |
| Entinostat (MS-275)          | Suloctidil                    |                               |
| Ellipticine                  | Entinostat (MS-275)           |                               |
| Naltrexone                   | Staurosporine                 |                               |
| Prestwick-692                | Prestwick-984                 |                               |
| Aminophylline                | Blebbistatin                  |                               |
| Lanatoside C                 | 7-aminocephalosporanic acid   |                               |
| Ethosuximide                 | Sulconazole                   |                               |
| Isoconazole                  | Chenodeoxycholic acid         |                               |
| Clorsulon                    | Perhexiline                   |                               |
| Nitrofuril                   | Dipivefrine                   |                               |
| Gliquidone                   | Pyrimethamine                 |                               |
|                              | Felbinac                      |                               |
|                              | Amoxapine                     |                               |
|                              | Tropicamide                   |                               |
|                              | 2-aminobenzenesulfonamide     |                               |
|                              | Fluorometholone               |                               |
|                              | Protriptyline                 |                               |
|                              | Ciclopirox                    |                               |
|                              | Ciprofibrate                  |                               |
|                              | Gentamicin                    |                               |
|                              | STOCK1N-35696                 |                               |
|                              | Piretanide                    |                               |

# Supplementary material for: Targeting SALL4 by entinostat in lung cancer
**Source:** Oncotarget. 2016 Sep 26;7(46):75425–40. doi: 10.18632/oncotarget.12251
**Supplement:** Supplementary file 2

**Supplementary Table 1.** SALL4 gene signature generated from GSE31210 dataset by comparing samples with high vs. low *SALL4* expression (black indicates upregulated genes; red indicates downregulated genes).

# Supplementary material for: Targeting SALL4 by entinostat in lung cancer
**Source:** Oncotarget. 2016 Sep 26;7(46):75425–40. doi: 10.18632/oncotarget.12251
**Supplement:** Supplementary file 3

**Supplementary Table 2.** SALL4 gene signature generated from GSE19188 dataset by comparing samples with high vs. low *SALL4* expression (black indicates upregulated genes; red indicates downregulated genes)

# Supplementary material for: Targeting SALL4 by entinostat in lung cancer
**Source:** Oncotarget. 2016 Sep 26;7(46):75425–40. doi: 10.18632/oncotarget.12251
**Supplement:** Supplementary file 4

**Supplementary Table 3.** SALL4 gene signature generated from SALL4 knocked down H661 lung cancer cell line (black indicates upregulated genes; red indicates downregulated genes)

How the deposited data were processed for this re-analysis (not part of the article)

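Gene expression in H661 cells was measured on 6 Affymetrix arrays, 3 of cells transduced with the scramble shRNA (Scr-sh) and 3 of cells transduced with the SALL4 shRNA (SALL4-sh). According to the sample labels, biotin-labelled cRNA was made from 5 µg of total RNA. The authors deposited 1 table of normalized intensity values for 32321 probe sets. The submitters' processing notes name RMA, and its version is not given in the sources used here. The deposited intensity values are on a linear scale, and every value below 8 stands at exactly 8. This floor holds 38.8% to 40.4% of the values of an array and hides differences between weak signals. A fold change against a group at the floor is therefore a lower bound. No 2 arrays held identical values. An array has no read depth, and the number of arrays limits the precision.

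The log2 of the deposited intensity was taken, as had been planned for a table on a linear scale. Probe sets were named through the platform annotation, and its symbols were checked through gene identifiers against the RefSeq gene table of GRCh38.p14, which changed 0 symbols and lacked 30 of the identifiers. Of the probe sets, 19158 had 1 gene symbol, 1388 had several and were not used for genes, and 11775 had none listed. The probe set with the highest mean over the 6 arrays carried each gene, which gave 18404 genes, of which 637 had several probe sets. No genome coordinates are given, since the files name no build.

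Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, no filter on weak probe sets, Benjamini-Hochberg adjustment, threshold 0.05). Exact two-sided permutation tests over the 20 labelings of the 6 arrays stand beside the genes of the main claims. Over-representation of EGFR and IGF1R signaling genes among changed genes was tested with a one-sided Fisher's exact test against all other genes tested. Shifts of 23 gene lists, of the blocks of Tables S1, S2 and S3 and of the interferon-stimulated genes outside Table S3 (30 sets in all) were tested with camera at a preset correlation of 0.01. No set passed 0.05 with an estimated correlation. The one-way ANOVA that the paper names, run on each gene with the same adjustment, called 47 genes higher and 64 lower, and it called 0 members of each list or block in which limma called 0. Members of Table S3 were seen in the paper before the lists were written.

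The gene lists, the alternatives below and the rule for naming genes were set before the data were examined. The genes named follow this rule: SALL4, EGFR, IGF1R, CBLB and other genes the paper names near these data, the 15 largest increases and 15 largest decreases among genes past the threshold with separated groups, up to 4 members of each list with the smallest adjusted p, and up to 6 genes of each block of Table S3. Genes outside the rule are said to be so.

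The test was checked on 10 simulated data sets that had the means, spreads and floor of the real arrays and 200 changed genes each, drawn from those with a mean log2 intensity above 5. Over all 18404 genes, 4.33% of the genes changed 1.5-fold, 13.9% of those changed 2-fold and 46.5% of those changed 4-fold were recovered, and 11.0% of all calls were false. With the 25th percentile filter (13803 genes), the recovered shares were 2.54%, 40.4% and 87.7%, and 3.88% of calls were false. The 3893 genes at the floor on all 6 arrays have no spread. The prior degrees of freedom of limma were 0.422 over all genes and 5.22 after the filter. The test without a filter had been fixed beforehand and is kept as the main one, with the filtered counts beside it.

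Alternatives were median centring, cyclic loess and repeated quantile normalization, filters at the 25th and 50th percentile of mean intensity, eBayes with trend and robust, array weights, the replicate number as a block, each array left out in turn, the one-way ANOVA, a 1.5-fold minimum, unadjusted p-values, the mean of a gene's probe sets, all probe sets, camera with an estimated correlation, and fry. After a new normalization, values were floored again at the highest of the array minima. The Pathway Interaction Database sets and the Connectivity Map scores were not analysed here.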

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

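On the H661 arrays, 7 gene lists that the paper does not discuss as groups shifted in SALL4-sh. They did so at an adjusted p under 0.05 from camera with its preset correlation, and with an estimated correlation none of them did. With fry, 6 of the 7 passed at adjusted p of 0.0107 to 0.0389, and interferon-stimulated genes outside Table S3 did not (adjusted p = 0.0581 from fry). The tests below of a single Scr-sh array, of leukocytes, of the response to the hairpin and of SALL4 depletion were chosen after the result was seen, and those of ribosomal protein genes before.

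Interferon-stimulated genes were lower in SALL4-sh (adjusted p = 1.37e-10 from camera, adjusted p = 0.335 with an estimated correlation), and those outside Table S3 as well (adjusted p = 9.96e-06 from camera, adjusted p = 0.411 with an estimated correlation). Of the 52 members, 28 had every Scr-sh value above every SALL4-sh value and 0 the opposite. Those of Table S3 were chosen by the study on these samples. Of the 40 members outside it, 17 were separated in this way, 0 the opposite, and 9 stood at the floor on all 6 arrays. Chance gives 10% in both directions together, and 27.5% of all genes not at the floor throughout (3991 of 14511) had separated groups. A strong response in 1 Scr-sh array may account for the median log2 fold change of the members outside Table S3, which was -0.0507 without Scr-sh replicate 2. Camera with its preset correlation still called these members lower without that array (adjusted p = 0.000215 from camera). The median of the whole list was still -0.32 without that array. The whole list includes the genes of Table S3, so this value does not decide the question. Leukocytes among the Scr-sh cells are argued against by 0 of 15 leukocyte markers with every Scr-sh value above every SALL4-sh value, and by 8 of the 15 at the floor on all 6 arrays. Of the rest, 5 had higher and 2 had lower values in SALL4-sh. The lower ones included CD68, with a mean of 58.5 in Scr-sh and 33.0 in SALL4-sh and overlapping groups. Depletion of SALL4 and a response of the Scr-sh cells to their hairpin or virus cannot be told apart, because the series holds 0 arrays of untransduced H661 cells. The paper gives only 1 SALL4 hairpin sequence. An effect of that hairpin other than SALL4 depletion was therefore not tested, and arrays of untransduced cells alone would not separate it.

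Cytosolic ribosomal protein genes were lower in SALL4-sh (adjusted p = 4.26e-21 from camera, adjusted p = 0.224 with an estimated correlation). Of 56 members, 6 were lower and none higher from limma (31 lower when adjusted over the list alone, and 14 with the 25th percentile filter), with a median log2 fold change of -0.41. At an unadjusted p under 0.05, 35 were lower and none higher, and the adjusted one-way ANOVA called 1 lower. RPL23A had a log2 fold change of -1.09 and RPL4 of -0.73. A trend with signal intensity is argued against by 560 other genes of matched mean intensity, whose median was 0.12. Under 3 other normalizations between arrays the median of the list was -0.42 or lower. They were applied to values already normalized by the submitters, so they cannot decide whether that first normalization caused the shift. Transcript length and RNA quality were not tested and stay open, as does a biological difference.

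Genes of the unfolded protein and integrated stress response had a median log2 fold change of -0.43 (adjusted p = 0.00205 from camera, adjusted p = 0.182 with an estimated correlation), with ATF3 and XBP1 lower and the chaperone genes SDF2L1 and HSP90B1 higher among 20 (2 higher and 5 lower when adjusted over the list alone). With the filter 1 was higher and 2 lower, and ATF3 (adjusted p = 0.0827 from limma) and HSP90B1 (adjusted p = 0.167 from limma) did not pass. FOXO target genes had a median of -0.09 (adjusted p = 0.0142 from camera, adjusted p = 0.269 with an estimated correlation), with TXNIP, CDKN1B and CITED2 lower among 20 and none higher (2 higher and 5 lower when adjusted over the list alone), and 2 were higher and 3 lower with the filter, where CITED2 did not pass (adjusted p = 0.0732 from limma). Genes widely reported to rise with HDAC inhibitors had a median of -0.18 (adjusted p = 0.0351 from camera, adjusted p = 0.269 with an estimated correlation). Of 13 only TXNIP passed, lower (3 lower when adjusted over the list alone, and 4 with the filter). TXNIP, with a log2 fold change of -4.06, is in this list and in that of FOXO targets, so their shifts are not independent. It is also in the first block of Table S3, which the study chose on these samples. Genes of cholesterol synthesis had a median of 0.22 (adjusted p = 0.0289 from camera, adjusted p = 0.269 with an estimated correlation), and none of 15 passed on its own with limma or with the one-way ANOVA (2 higher when adjusted over the list alone, and 5 higher at an unadjusted p under 0.05). With the filter the cholesterol list did not pass (adjusted p = 0.0830 from camera), and 1 member did, SQLE, a synthesis enzyme, which was higher (adjusted p = 0.0355 from limma).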

How the results depend on the processing

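SALL4 was lower in all alternatives, and CBLB, IGF1R and EGFR were below 0 in all. The genes past the threshold, 218 higher and 244 lower, became 809 and 757 with the filter at the 25th percentile and 827 and 742 with that at the 50th. Of the 462 genes called without a filter, 408 and 378 were called with these filters. The 25th percentile filter lowers the number of genes tested from 18404 to 13840 and raises limma's prior degrees of freedom from 0.422 to 5.22. Adjusted p fell from 0.182 to 0.0345 for EGFR and from 0.0821 to 0.0108 for CBL, and rose from 0.0387 to 0.0732 for CITED2. Falls of this size are more than the smaller number of tests alone can give, so the p-values before adjustment changed too. The share of each in the counts was not tested. The counts were 47 and 64 with the one-way ANOVA, 1520 and 1275 with the unadjusted ANOVA, 1757 and 1449 at an unadjusted limma p, 128 higher with robust eBayes, and 137 higher over all probe sets. With 1 array left out they ran from 23 to 233 higher and from 29 to 174 lower, with fewer samples in the fit. The log2 fold change of SALL4 then ran from -2.07 to -1.87 and its adjusted p from 0.0307, without Scr-sh replicate 2, to 0.0741. That of EGFR then ran from -1.07 to -0.65, that of IGF1R from -0.65 to -0.24 and that of CBLB from -0.32 to -0.10. EGFR (-0.90) passed the threshold with both filters, with adjusted p of 0.0345 and 0.0269. The IGF1R odds ratio of 7.45 was no longer past the threshold with cyclic loess (2.91), quantile normalization (3.19), the 50th percentile filter (1.54), robust eBayes (2.57) and the ANOVA (6.92), nor with any array left out (3.86 to 15.0). The EGFR odds ratio of 0.88 went above 1 with the 25th (1.62) and 50th (1.32) percentile filters, robust eBayes (1.40), array weights (1.26), a 1.5-fold minimum (1.02), the unadjusted ANOVA (2.04) and the unadjusted limma p (2.15), and ran from 0 to 1.00 with an array left out. With an estimated correlation camera called neither interferon-stimulated genes (median -0.58, adjusted p = 0.335), nor those outside Table S3 (-0.28, adjusted p = 0.411), nor the first (-2.40, adjusted p = 0.0819) and the second (1.65, adjusted p = 0.0576) block of Table S3, and fry did not call those outside Table S3 (-0.28, adjusted p = 0.0581).

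The direction that camera or fry assigned turned for some lists that passed no threshold with camera, and the median log2 fold change did not always turn with it. The median of IGF1R signaling was 0.12 with the 50th percentile filter and ran from -0.0296 to 0.0335 with an array left out. That of the first block of Table S2 stayed at 0 with quantile normalization, with fry and without Scr-sh replicate 3 or SALL4-sh replicate 1, and was -0.0188 with the 25th and -0.0677 with the 50th percentile filter. That of the second block of Table S1 was -0.0283 with the 50th percentile filter. Leukocyte markers had 0.0026 with the 25th percentile filter and stayed at 0 without Scr-sh replicate 1, while fry called them without a turn (adjusted p = 0.0209), and interferons and their receptors stayed at -0.0941 with fry. With 1 array left out, the second block of Table S2 ran from -0.125 to 0.0620, genes of MAPK feedback from -0.0793 to 0.0679, and HDAC3 from -0.17 to 0.0886. The cause of these changes was not tested. Of the other comparisons of single genes and lists with their alternatives, 1876 kept their direction and side of the threshold, 425 lost the threshold, 96 gained it and 42 values moved by over 1.5 times.

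Whether the replicate numbers pair the samples cannot be decided with 3 samples per group. Deviations of samples with the same number correlated at 0.14, 0.11 and -0.00069, and those with different numbers at -0.152 to 0.0339. Replicate 3 of Scr-sh did not correlate best with its own number. With the replicate number as a block, 3 genes were higher and 7 lower, the adjusted p of SALL4 was 0.115 at a log2 fold change of -1.97, and the IGF1R odds ratio was 0.

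The real grouping gave 462 genes past the threshold, and the highest of the other 9 splits of the 6 arrays into 3 and 3 gave 2. Only 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. Signals near the floor of 8 limit what can be seen: 3893 genes stood there on all 6 arrays.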

Differences from the paper's values

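The paper's reported p for the EGFR pathway is 1.03E-03, and the one-sided Fisher's exact test here gave 0.682. The paper's reported p for the IGF1R pathway is 1.37E-05, against 0.00326 here. The paper used the sets of the Pathway Interaction Database and names no threshold for the single genes in that analysis beyond its general P < 0.05, whereas the lists here were written from general knowledge. Under the alternatives the p of the EGFR list ran from 0.0177 to 1 and that of the IGF1R list from 0.000332, with the mean of a gene's probe sets, to 1, and none came within 1.5 times of the paper's value. The EGFR list passed 0.05, as in the paper, with single genes taken at an unadjusted p under 0.05, where the limma test gave 0.0177 and the one-way ANOVA 0.0327.

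The paper states that CBLB was raised on the array after SALL4 loss. Here its log2 fold change was -0.19 (95% confidence interval of the fold 0.644 to 1.19), and under the alternatives other than single arrays left out and the replicate block it ran from -0.27 to -0.19, and with 1 array left out from -0.32 to -0.10. No setting put CBLB past the threshold or above 0. Of the same family, CBL had a log2 fold change of 1.04, with an adjusted p of 0.0821, and of 0.0108 with the filter at the 25th percentile of mean intensity.

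The paper states that EGFR RNA was little changed. The caption of its Fig. 3a reports qRT-PCR with no effect on EGFR and IGF1R RNA, whereas the values here are from the arrays. Here EGFR was at 0.536 of its Scr-sh level (95% confidence interval 0.334 to 0.858) with an adjusted p of 0.182, and the filters at the 25th and 50th percentile gave adjusted p of 0.0345 and 0.0269. IGF1R, of which the paper states the same, passed the threshold under none of the alternatives, with a log2 fold change of -0.47, which was -0.24 without Scr-sh replicate 1. The SALL4 decrease of 74.4% lies within the range the paper gives for the knockdown.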

Other observations

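The members of the pathways around the interferon response did not move as 1 group. Of 11 measured interferons and their receptors, IFNAR1, a subunit of the receptor of type I interferons, was higher in SALL4-sh (69.2 ± 3.77 to 138 ± 8.67, SD, n = 3, log2 fold change 0.99), and IFNGR2, a subunit of the interferon gamma receptor, was lower (log2 fold change -0.82). Adjusted over the list alone, 2 were higher and 3 lower, and with the 25th percentile filter 2 and 2. Of 18 thioredoxin and NRF2 target genes, TXN and TXNIP were lower and none was higher. Counts were 2 higher and 3 lower when adjusted over the list alone, and the same with that filter. Both TXN and TXNIP are in the first block of Table S3, which the study chose on these samples. HMOX1, heme oxygenase, had a log2 fold change of 1.36 (adjusted p = 0.0527 from limma, and 0.00380 with the 25th percentile filter). Of 16 fibroblast and endothelial markers, COL1A1 was lower, with a log2 fold change of -0.48 (2 lower when adjusted over the list alone and 2 with the filter, where COL1A1 was not among them, at an adjusted p of 0.0725), and 7 stood at the floor on all 6 arrays. Of 12 housekeeping reference genes, YWHAZ was higher and none lower (1 higher and 4 lower when adjusted over the list alone, and 1 and 3 with the filter). ACTB, often used as a reference, had a log2 fold change of -0.63 (adjusted p = 0.0881 from limma, and 0.0396 with the filter) and GAPDH of -0.17 (adjusted p = 0.782 from limma).

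In some lists no member passed the adjusted threshold of limma. Of 16 genes of NuRD and class I HDACs, 1 was higher and 4 lower at an unadjusted p under 0.05 (1 higher and 1 lower when adjusted over the list alone). HDAC2 had a log2 fold change of 0.59 (adjusted p = 0.0742 from limma), HDAC1 of -0.36 (adjusted p = 0.226 from limma) and RBBP4, a histone-binding subunit, of -1.20 (adjusted p = 0.0858 from limma). With the filter HDAC2 (adjusted p = 0.0449 from limma) and RBBP4 (adjusted p = 0.00815 from limma) passed. Of 22 p53 target genes, 1 was higher and 3 lower at an unadjusted p under 0.05, of 15 genes of the BCL2 family 0 and 2, of 19 NF-kB target genes 1 and 1, of 19 genes of MAPK feedback and the immediate-early response 5 and 1, of 18 genes of the lung epithelial lineage 0 and 1, and of 15 leukocyte markers 1 and 0. None of these passed when adjusted over the list alone. With the 25th percentile filter, 1 p53 target gene was higher and 2 lower, 3 genes of MAPK feedback, DUSP6 among them, were higher and 1 lower, 1 NF-kB target gene was higher and 1 lower, 1 gene of the BCL2 family was lower, and none of the lung and leukocyte lists passed.

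The signatures of Tables S1 and S2 came from patient samples. Of their genes measured here (35 and 20 in the blocks of Table S1, 28 and 14 in those of Table S2) none passed the adjusted threshold of limma. Adjusted over the list alone, 2 were higher and 2 lower in the second block of Table S2 and none passed in the other blocks. With the 25th percentile filter, 1 was lower in the first block of Table S1 and 1 higher and 1 lower in the second block of Table S2. At an unadjusted p under 0.05, 1 was higher and 2 lower in the first and 1 and 1 in the second block of Table S1, and 1 and 0 in the first and 2 and 3 in the second block of Table S2. The adjusted p of camera was 0.795, 0.693, 0.959 and 0.795.

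That CBLB was not higher in SALL4-sh was examined further. The tests of signal and normalization were chosen before their results were seen and the count of probe sets after. A signal too near the floor is argued against by 62 of 1335 genes with a Scr-sh mean within 20% of that of CBLB that were at least 2-fold higher in SALL4-sh with separated groups. Under 3 other normalizations between arrays the log2 fold change of CBLB was -0.24 to -0.21. They were applied to values already normalized by the submitters, so they cannot decide whether that first normalization hid a rise. A probe set that does not measure the transcripts reported to rise stays open as a possible explanation, because CBLB has only 1 probe set here. The paper's Methods list the same primer sequences for the qRT-PCR of CBLB and of IGF1R. Which of these genes that assay measured cannot be decided here.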
